# Gene Organization in Rice Revealed by Full-Length cDNA Mapping and Gene Expression Analysis through Microarray

**DOI:** 10.1371/journal.pone.0001235

**Published:** 2007-11-28

**Authors:** Kouji Satoh, Koji Doi, Toshifumi Nagata, Naoki Kishimoto, Kohji Suzuki, Yasuhiro Otomo, Jun Kawai, Mari Nakamura, Tomoko Hirozane-Kishikawa, Saeko Kanagawa, Takahiro Arakawa, Juri Takahashi-Iida, Mitsuyoshi Murata, Noriko Ninomiya, Daisuke Sasaki, Shiro Fukuda, Michihira Tagami, Harumi Yamagata, Kanako Kurita, Kozue Kamiya, Mayu Yamamoto, Ari Kikuta, Takahito Bito, Nahoko Fujitsuka, Kazue Ito, Hiroyuki Kanamori, Il-Ryong Choi, Yoshiaki Nagamura, Takashi Matsumoto, Kazuo Murakami, Ken-ichi Matsubara, Piero Carninci, Yoshihide Hayashizaki, Shoshi Kikuchi

## Abstract

Rice (*Oryza sativa* L.) is a model organism for the functional genomics of monocotyledonous plants since the genome size is considerably smaller than those of other monocotyledonous plants. Although highly accurate genome sequences of *indica* and *japonica* rice are available, additional resources such as full-length complementary DNA (FL-cDNA) sequences are also indispensable for comprehensive analyses of gene structure and function. We cross-referenced 28.5K individual loci in the rice genome defined by mapping of 578K FL-cDNA clones with the 56K loci predicted in the TIGR genome assembly. Based on the annotation status and the presence of corresponding cDNA clones, genes were classified into 23K annotated expressed (AE) genes, 33K annotated non-expressed (ANE) genes, and 5.5K non-annotated expressed (NAE) genes. We developed a 60mer oligo-array for analysis of gene expression from each locus. Analysis of gene structures and expression levels revealed that the general features of gene structure and expression of NAE and ANE genes were considerably different from those of AE genes. The results also suggested that the cloning efficiency of rice FL-cDNA is associated with the transcription activity of the corresponding genetic locus, although other factors may also have an effect. Comparison of the coverage of FL-cDNA among gene families suggested that FL-cDNA from genes encoding rice- or eukaryote-specific domains, and those involved in regulatory functions were difficult to produce in bacterial cells. Collectively, these results indicate that rice genes can be divided into distinct groups based on transcription activity and gene structure, and that the coverage bias of FL-cDNA clones exists due to the incompatibility of certain eukaryotic genes in bacteria.

## Introduction

Rice (*Oryza sativa* L.) is a model organism for functional genomics of monocot plants because the genome size is smaller than those of other monocot plants. Highly accurate genome sequences of rice are available [1]–[Bibr pone.0001235-Yu1] [Bibr pone.0001235-Yu2] [4]. Genome sequences of rice (*O. sativa* ssp. *japonica* cv. Nipponbare) have been assembled independently by The Institute for Genome Research (TIGR), International Rice Genome Sequencing Project (IRGSP), and Beijing Genomics Institute (BGI). In addition, full-length complementary DNA (FL-cDNA) sequences [5] and expressed sequence tags (ESTs) [6]–[Bibr pone.0001235-Zhou1] [8] from rice have served as valuable resources for genomic and genetic studies.

The rice genome sequences assembled by TIGR (TIGR Pseudomolecules) have been revised to Pseudomolecules Release 4 (TIGR4) [9]. TIGR4 was subsequently used to improve the accuracy of predicted gene loci, model genes and gene annotation. (see TIGR OSA1: http://www.tigr.org/tdb/e2k1/osa1/index.shtml) [9]. In TIGR OSA1, the transcriptome information compiled from numerous data of FL-cDNA, ESTs, Massively Parallel Signature Sequencing (MPSS), and Serial Analysis of Gene Expression (SAGE) were integrated with proteome information. This comprehensive information eventually led to the confirmation of gene expression at 24 799 loci. The genes in TIGR OSA1 were annotated by semi-automatic and manual methods. The OSA1 information has been used for gene classification and assimilation into physical map data [10], [11] and has accelerated genomic analysis of rice [12], [13].

Builds 3 and 4 of IRGSP Pseudomolecules (IRGSP3 and IRGSP4) are other versions of the rice genome sequences [4] available at the Rice Annotation Project Database (RAP-DB: http://rapdb.lab.nig.ac.jp/) [14], [15]. Gene loci in IRGSP3 and IRGSP4 were determined using only cDNA sequences (FL-cDNA and ESTs, combined ESTs) derived from rice and other cereals. Gene loci in RAP-DB were verified by cDNA analysis, but other predicted loci lacking cDNA support were excluded from the database. The genes in IRGSP3 and IRGSP4 were annotated manually.

Both TIGR Pseudomolecules and IRGSP Pseudomolecules assembled from the same source of bacterial and P1 artificial chromosome clones were constructed by map-based methods. The rice genome sequences for cultivars 93-11 and Nipponbare assembled by BGI were determined by the whole-genome shotgun method (available at RISe: http://rise.genomics.org.cn/) [16]. The genome of 93-11 (*O. sativa* ssp. *indica*) was sequenced by BGI [2], whereas that of Nipponbare was done by Syngenta [1]. The RISe database provides predicted gene loci, expression data from genome tiling arrays, and the mapped positions of FL-cDNA and ESTs [16], [17].

FL-cDNA collections have been established for several organisms [18]–[20]. The cDNA information was extensively used to determine gene annotation, structures, and the start and the end sites of transcription. The cDNA information also is indispensable for validation of gene function by reverse genetics. The FL-cDNA collection for rice also has been used to complement the information obtained by genome sequencing. The first report of a rice FL-cDNA collection published in 2003 [5] described the characteristics and annotation of 28K FL-cDNA sequences. The collection has eventually expanded to 578K FL-cDNA clones, among which 35K cDNA clones were completely sequenced and annotated (available at Knowledge-based Oryza Molecular biological Encyclopedia (KOME): http://cdna01.dna.affrc.go.jp/cDNA/).

The informative data from MPSS [21], SAGE [22], [23], and genome tiling arrays [17] can serve as additional resources complementary to the rice genome sequences, although the individual approaches may not be able to provide information entirely sufficient for gene prediction. MPSS and SAGE provide supportive evidence for gene expression. The two approaches may identify the start or end of transcription sites, but cannot reveal gene structures. Genome tilling arrays can define exon-intron structures [17], [24], but not the start and end of individual transcripts or alternative transcripts. In contrast, as already described, the large collection of annotated FL-cDNA sequences of rice available from several databases has been used as a comprehensive resource for various analyses of gene structure and function.

The main objective of this report is to more completely describe the features of the FL-cDNA sequences mapped in the rice genome. We examined global characteristics such as the coverage of full-length cDNA clones among predicted rice genes, and the structural and expression characteristics of genes which were not identified by the gene prediction programs. The results suggest that the cloning efficiency of the FL-cDNA was greatly influenced by transcriptional activity and the structure of the encoded gene. In addition, the results also revealed that the levels of transcription activity are significantly associated with the position within the genome and the structure of individual genes, and that protein domains encoded in individual genes may act as a significant factor causing bias in cloning of FL-cDNA.

## Results and Discussion

### 1. Results of mapping cDNA to five currently available genome assemblies

Five hundred seventy eight thousand rice (ssp. *japonica*, cv. Nipponbare) FL-cDNA clones (DDBJ accession number: completely sequenced FL-cDNA : AK058203–068528, AK068530–068912, AK068914–70720, AK070722–074028, AK098843–112119, AK119160–122186, AK240633–243692, One-pass sequences of FL-cDNA, 5′ end: CI285358-311811 and CI563340–778739, 3′end: CI000001-285357 and CI311812–563339) were mapped to five genome assemblies: TIGR4, IRGSP3, IRGSP4, the Nipponbare genome determined by Syngenta, and the 93-11 genome by BGI (Table 1, S1). The mapping criteria were >95% identity and >90% coverage. For proper comparison between the assemblies, the results of mapped cDNA for the respective assemblies were compared with those for TIGR4. The numbers of mapped FL-cDNA clones differed among assemblies, with the highest in TIGR4. For some cDNA clones, the orientation in which the clone was mapped onto a chromosome and the chromosome on which the clones were mapped were not consistent among the assemblies.

**Table 1:** FL-cDNA clones mapped to five rice genome assemblies.

	origin sequencing All	*japonica* genome				*indica* genome
		Map-base cloning			whole shotgun	
		TIGR	IRGSP4	IRGSP3	Syngenta	93-11
**FL-cDNA**	35,187	32,775	32,745	32,640	31,928	30,354
**5endFLEST**	241,854	212,598	212,539	211,564	208,606	199,001
**3endFLEST**	536,885	483,657	484,358	482,909	482,665	465,775
**FL-cDNA locus**	Chr1	4,026	4,021	4,039	4,050	3,940
	Chr2	3,196	3,198	3,215	3,186	3,153
	Chr3	3,569	3,567	3,566	3,597	3,607
	Chr4	2,531	2,530	2,534	2,477	2,493
	Chr5	2,313	2,305	2,310	2,338	2,329
	Chr6	2,292	2,293	2,290	2,262	2,266
	Chr7	2,183	2,185	2,193	2,165	2,021
	Chr8	1,933	1,934	1,939	1,912	1,827
	Chr9	1,605	1,605	1,574	1,545	1,515
	Chr10	1,538	1,528	1,536	1,502	1,416
	Chr11	1,685	1,683	1,675	1,486	1,333
	Chr12	1,693	1,692	1,705	1,523	1,435
	Chr0 ^(a)^				434	497
	Total	28,564	28,541	28,576	28,477	27,832
**Comparison of FL-cDNA mapping with TIGR4**		Both mapped	32730	32623	31741	30162
		Same Chr-Same Strand	32646	32611	30422	28760
		Same Chr-Reverse Strand	80	10	317	335
		Differential Chr.	4	2	1002	1067
		Mapped on only TIGR	45	152	1034	2613
		Unmapped on only TIGR	15	17	187	192
		Both unmapped	2397	2395	2225	2220
		**mapped on all assemblies**			29925	
		**unmapped on all assemblies**			2186	

* : sequence-assembled contigs that were not localized to one of the 12 chromosomes.

Of the 32 775 completely sequenced FL-cDNA clones mapped in TIGR4, 29 925 were also mapped in all of the other assemblies, however, the number of clones commonly mapped in both TIGR4 and a given assembly differed (Table 1). The maximum and minimum numbers of common clones were 32 730 in IRGSP4 and 30 162 in 93-11, respectively. The number of mapped clones was greater in the *japonica* rice genomes than in the *indica* genome which might reflect differences in the genome sequences between subspecies. The number of common clones between TIGR4 and IRGSP4 was close to that between TIGR4 and IRGSP3, and both numbers were greater than the number of common clones between TIGR4 and the Syngenta sequence. This suggests that the differences in numbers of common clones may have resulted from differences in sequencing methods adopted in the assemblies (TIGR4 and IRGSP by the map-based method; Syngenta sequence by the whole-genome shotgun method).

Mapping of 578K FL-cDNA clones identified about 28 500 loci in the *japonica* genome and 27 800 loci in the *indica* genome. A total of 29 925 completely sequenced FL-cDNAs were mapped in any genome assemblies and more than 90% of the FL-cDNAs were mapped in all five assemblies (Table 1). So, we decided to use only the mapping results of TIGR4 for further analyses and to not use results from the other assemblies. The number of predicted loci was about 56K which was sufficient for our data analysis, but probably not sufficient to reach complete accuracy of gene prediction and annotation of TIGR4.

### 2. Classification of loci according to FL-cDNA mapping

A total of 55 890 gene loci were predicted in the rice genome according to TIGR OSA1 release 4. Mapping of FL-cDNA clones on TIGR4 revealed that 533 667 FL-cDNA clones were derived from 28 564 FL-cDNA loci (Table 2). FL-cDNA loci were cross-referenced with TIGR4 loci to examine the overlaps between the two locus groups. According to the sources of mapped loci and the occurrence of overlap, the loci were classified as follows: 1) when a FL-cDNA locus overlapped with a TIGR4 locus, the FL-cDNA locus was defined as FL-AE (annotated expressed), and the TIGR4 locus was defined as coding-sequence-AE (CDS-AE); 2) a FL-cDNA locus that did not overlap with any TIGR4 locus was defined as FL-NAE (non-annotated expressed); and 3) a TIGR4 locus that did not overlap with any FL-cDNA locus was defined as CDS-ANE (annotated non-expressed). Based on the definitions, the loci were classified into 23 117 FL-AE, 23 193 CDS-AE, 5 447 FL-NAE, and 32 697 CDS-ANE (Tables 2, S2a).

**Table 2:** Comparisons of FL-cDNA loci and TIGR4 loci

		Class		
		AE	NAE	ANE
**TIGR CDS**		23193	0	32697
**FL-locus**		23117	5447	0
**mapping information**	**FL-cDNA**	29808	2967	0
	**5endFLEST**	201343	11255	0
	**3endFLEST**	465816	17481	0
	**FL-clones**	511817	21850	0

### 3. Characterization of loci based on FL-cDNA mapping

The classification of loci as defined above raised questions concerning whether any characteristic distinctions exist between FL-AE and FL-NAE, and why FL-NAE loci were not predicted in TIGR4. To answer these questions, we analyzed the structures of genes belonging to the respective groups.

### Open reading frame of FL-cDNA clones mapped on genome

We mapped 32 775 FL-cDNA at 22 943 FL-cDNA loci (FL-AE, 20 324; FL-NAE, 2619) (Table S2b). The numbers of FL-cDNA mapped to FL-AE and FL-NAE were 29 808 and 2967, respectively (Table 2). The median lengths of the FL-cDNA mapped to FL-AE and FL-NAE were 1540 and 1173 bp, respectively (Figure 1a, Table 3).

**Figure 1:**
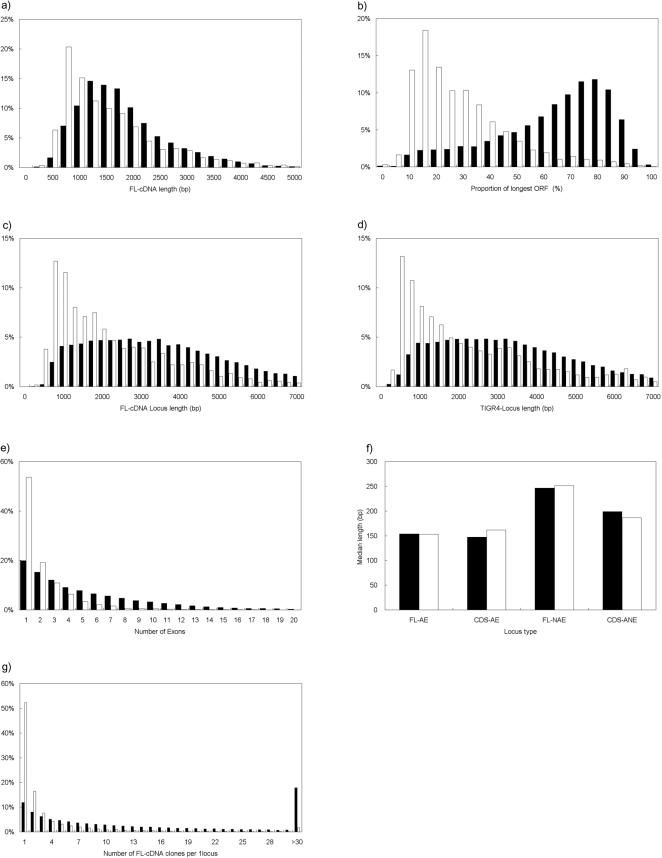
Gene structure analysis in rice. (a) The length distribution of FL-cDNA for FL-AE (black) and FL-NAE (white). (b) The distribution of open reading frame (ORF) proportions for FL-AE (black) and FL-NAE (white). (c) The distribution of FL-cDNA locus lengths for FL-AE (black) and FL-NAE (white). (d) The distribution of locus lengths for CDS-AE (black) and CDS-ANE (white) in TIGR4. (e) The distribution of the number of exons for FL-AE (black) and FL-NAE (white). (f) The distribution of exon (black) and intron (white) lengths for the respective locus types. (g) The distribution of the number of FL-cDNA clones mapped per single FL-AE (black) and FL-NAE (white) locus.

**Table 3:** Structural characteristics of locus types

	FL-cDNA length (median)	ORF ratio (median)	Locus length (median) (a)	Variation of locus length	Number of exons (average) (b)	Exon length (median) (b)	Intron length (median) (c)	Ave.nunber of mapped FL-cDNA clones
**FL-AE**	1540	66%	3354	Rich	5.3	154	153	22.3
**FL-NAE**	1173	21%	1727	Poor (short)	2.4	247	251	4.1
**CDS-AE**	-	-	3173	Rich	5.8	147	162	-
**CDS-ANE**	-	-	1643	middle	3.9	199	186	-

a : For the calculation of locus lengths, we used the maximum lengths of individual loci.

b : Exons shorter than 10 bp were excluded from the analysis. Thus, the definition of an exon in FL-cDNA loci differs from that in TIGR OSA1.

c : Introns shorter than 10 bp were excluded from the analysis. Thus, the definition of an intron in FL-cDNA loci differs from that in TIGR OSA1.

The proportions of the length of the longest open reading frames (ORF) to that of FL-cDNA were also considerably different between FL-cDNA mapped to FL-AE and FL-NAE. The median proportion of the longest ORF in FL-AE was 66%, versus only 21% in FL-NAE (Figure 1b, Table 3). The results indicate that FL-NAE clones generally encode shorter peptides, and that the ORF lengths differ considerably between FL-AE and FL-NAE (based on the clone length×ORF proportion).

### Locus length

The start and end sites for transcription were determined in 24 164 loci (FL-AE, 21 263; FL-NAE, 2901) out of 28 564 FL-cDNA loci. The distance between the start and end sites (i.e., locus length) was calculated based on TIGR4. The median locus lengths were considerably different between FL-AE and FL-NAE, with lengths of 3354 and 1727 bp, respectively (Figure 1c, Table 3). The average proportion of locus length to FL-cDNA clone length was greater than 2 for FL-AE, but less than 1.5 for FL-NAE.

The median locus lengths for CDS-AE and CDS-ANE were 3173 and 1643 bp, respectively (Figure 1d). The locus lengths of CDS-ANE appeared to be more variable than those of CDS-AE. The patterns of locus length variation for CDS-AE and CDS-ANE were similar to those for FL-AE and FL-NAE, respectively (Figure 1c,d, Table 3). We could not compare the length of FL-cDNA loci with the TIGR4 loci because FL-cDNAs were constructed from coding and 5′ and 3′ end untranslated regions, whereas many gene structures in TIGR4 were predicted only with coding regions. However, based on the results above, we expect that FL-AE and FL-NAE would differ from each other in this characteristic, as would CDS-AE and CDS-ANE.

### Exon-intron structure

The average numbers of exons per FL-AE and FL-NAE were 5.3 and 2.3, respectively (Figure 1e, Table 3). The frequency of loci with a single exon was highest in both FL-AE and FL-NAE when the loci were distributed according to the numbers of exons. However, the proportions of loci with a single exon were significantly different between FL-AE and FL-NAE, with more than 50% in FL-NAE, and about 20% in FL-AE (Figure 1e). When FL-cDNA loci with one exon were excluded, the ratios between the lengths of exons and introns in individual loci were approximately 1 irrespective of the locus type, but exon and intron lengths were significantly different (P<0.01, calculated by student's t-test) between FL-AE and FL-NAE with median lengths of about 150 and 250 bp, respectively (Figure 1f, Table 3).

We also analyzed the exon-intron structures of CDS-AE and CDS-ANE based on the information at TIGR OSA1. The number of exons was higher in CDS-AE (5.8) than in CDS-ANE (3.9) (Table 3). The exon and intron lengths also significantly differed (P<0.01, calculated by student's t-test) between CDS-AE and CDS-ANE with median exon lengths of 147 and 199 bp, and median intron lengths of 162 and 186 bp, respectively (Figure 1f, Table 3).

### Number of mapped FL-cDNA clones at a locus

FL-NAE accounted for about 19% of the entire FL-cDNA loci, while the proportion of FL-cDNA clones mapped as FL-NAE was only 5% (21 850) of all mapped FL-cDNA clones (533 667) (Table 2). The average numbers of FL-cDNA clones mapped per locus (collection efficiency) were significantly different between FL-AE (22.3 clones) and FL-NAE (4.1) (Figure 1g, Table 3). The collection efficiency was 1 for more than half of the FL-NAE loci (Figure 1g, Table 3), suggesting that FL-cDNA clones derived from FL-NAE are more difficult to collect than those from FL-AE.

### Gene annotation

We analyzed the homology of FL-cDNA mapped on TIGR4 with Arabidopsis CDS in The Arabidopsis Information Resource (TAIR6, http://www.arabidopsis.org/) [25] using the BlastX software. Based on the significance of similarity, FL-cDNA clones were classified into highly-homologous (E-value<10^−50^), low-homologous (10^−50^<E-value<10^−10^) and non-homologous FL-cDNA (E-value>10^−10^). Under these criteria, the numbers of FL-cDNA clones classified as highly-, low-, and non-homologous FL-cDNA were 17 759, 7103, and 7913, respectively. Of these clones, 99.5% of highly-homologous FL-cDNA were mapped to 59% of FL-AE, and 92% of FL-NAE were coding non-homologous genes (Table 4). Thus, the results indicate that nearly all highly-homologous genes were derived from FL-AE, and that most FL-NAE loci encode genes likely to be specific to rice or other monocots. This is consistent with a previous report that some rice genes which do not have homologs in Arabidopsis are similar to genes in the *Sorghum* genome [3].

**Table 4:** The frequency of Arabidopsis homologus gene in each FL-locus

	FL-AE		FL-NAE		Total	
homology (a)	Locus	FLcDNA	Locus	FLcDNA	Locus	FL-cDNA
**HH**	11898	17669	75	90	11973	17759
**LH**	4763	6941	140	162	4903	7103
**NH**	3663	5198	2404	2715	6067	7913
**Total**	20324	29808	2619	2967	22943	32775

a : HH, LH, NH: highly-, low- or non-homologous FL-cDNA with Arabidopsis CDS

### Causes of inconsistency between gene prediction and FL-cDNA mapping

Cross-examination between FL-cDNA and TIGR4 loci revealed the existence of FL-NAE clones. The results from our analyses for the locus structures of FL-AE and FL-NAE suggest possible explanations as to why some expressed genes were not annotated. One possible reason is the characteristic length of ORFs in the different classes of loci. The proportion of the longest ORF in FL-NAE (median ratio of 21%) is significantly lower than in FL-AE (median ratio of 66%) indicating that the transcripts from FL-NAE are more likely to encode either small peptides or no peptide. In the TIGR OSA1, 687 CDS encoding less than 50 amino acids were excluded from the predicted gene model. Thus, even though the number of excluded CDS was less than the number of FL-NAE, FL-cDNA sequences overlapping with the excluded CDS in TIGR4 might have been mapped as FL-AE.

Another possible reason may be the difference in exon-intron structure between FL-NAE and FL-AE. The locus lengths of FL-NAE were generally shorter than those of FL-AE, and more than half of the FL-NAE loci contain only one exon (Figure 1e). Meanwhile, the lengths of both exon and intron in FL-NAE were generally longer than those in FL-AE, CDS-AE and CDS-ANE (Figure 1f). If we consider the structure of FL-AE, CDS-AE and CDS-ANE as the standard type for rice genes, then the structure of many FL-NAE loci may be recognized as an irregular form. Due to the unique features of ORFs and the exon-intron structures in FL-NAE, it may have been difficult to assign proper annotation to the genes in FL-NAE through gene prediction software.

The structural difference between FL-AE and NAE is also similar to that between protein-coding mRNA and mRNA-like non-coding RNA (ncRNA) in mouse [26]. In mouse, the total length of ncRNA is shorter and the exon length is longer than in mRNA. Moreover, more than 70% of ncRNA is constructed from one exon. In our classification, FL-AE overlaps with predicted CDS that encode>50 amino acid sequences, so cDNA mapped on FL-AE originates from protein-encoding mRNA. In addition, the diversity of FL-cDNA lengths between FL-AE and FL-NAE is not large and the proportions of ORF between FL-AE and FL-NAE are reversed (Figure 1a,b, Table 3). So, it seems that the proportion of protein-coding FL-NAE loci is not large and many FL-NAE loci encode mRNA-like ncRNA. Therefore, the structural diversity between FL-AE and FL-NAE may correspond to the difference between protein-coding mRNA and mRNA-like ncRNA in rice. In addition, these results may indicate that the structural difference between protein-coding mRNA and mRNA-like ncRNA are also conserved between plant and mammals.

The gene loci in TIGR4 were categorized into three types by cross-examination between FL-cDNA loci and TIGR4 loci. The collection efficiency varied considerably depending on the locus types (FL-AE = 22.3; FL-NAE = 4.1; CDS-ANE = 0). The difference may be associated with the levels of mRNA or the transcription activity of each locus type. Moreover, the general features of locus structure and the average homology levels with Arabidopsis genes were distinctively different among the locus types. Thus, these findings may indicate an interrelationship among locus structure, transcription activity and the assignability of gene annotation. An association of transcription activity with locus structure has been reported in plants [12]: highly expressed genes have longer primary transcript, ORF, exon and intron sequences and have more exons than low expressed genes. The results from the previous report [12] are consistent with our hypothesis that locus structure affects transcription activity, except that the results for intron length differed from our results. The locus length of FL-AE was greater than that of FL-NAE and the collection efficiency of FL-AE was also greater than that of FL-NAE. Moreover, the cloning efficiency of mRNA-like ncRNA in mouse is lower than for protein-coding mRNA and half of the ncRNA in mouse has an efficiency of 1 [26]. Cloning efficiency features in mouse are also similar to those of FL-NAE which may imply that many FL-NAE loci encode mRNA-like ncRNA. Transcription activity of protein-coding mRNA (FL-AE) is presumed to be higher than that of ncRNA (FL-NAE) and the transcriptional diversity has been confirmed by microarray analysis (see below).

We analyzed the diversity between FL-AE and FL-NAE identified from FL-cDNA mapping and found some differences between FL-AE and FL-NAE. The difference between FL-AE and FL-NAE is similar to that between protein-coding mRNA and mRNA-like ncRNA. In our classification, FL-AE implies a protein-coding locus and FL-NAE is an ncRNA-coding locus which might explain why FL-NAE loci are not predicted in TIGR4. Although gene prediction software can identify loci that encode proteins, it does not detect loci that are transcribed into ncRNA. Therefore, prediction software can not find a FL-NAE locus that encodes ncRNA.

### 4. Validation of gene expression on loci

Transcription from 23K TIGR loci was confirmed by the mapping of FL-cDNA, while another 33K TIGR loci were not confirmed. It seemed that the FL-cDNA libraries did not cover all the rice genes in the genome since the transcription of 3K CDS-ANE was confirmed by other transcriptome resources in TIGR OSA1. To obtain a more accurate evaluation of gene expression from FL-cDNA loci and TIGR4 loci, we designed about 82K 60-mer oligo probes based on TIGR Pseudomolecules Release 2. The TIGR4 loci were remapped according to the revised Pseudomolecules and other additional transcriptome resources such as EST, MPSS and SAGE. The 82K designed probes were remapped in TIGR4 according to our criteria (i.e.>95% identity, >90% coverage, non-redundant highest score). As a result, 63 455 probes were mapped at 43 090 loci (FL-AE, 21 885; FL-NAE, 3540; CDS-ANE, 17 665, see Table S3).

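The probes were counted as they lie on the arrays, by the kind of sequence each was designed from. Each array carried 44290 spots, of which 42034 were probes other than controls. With 1028 probes present on both array sets, the design held 83040 different probes. Of these, 37444 were designed from 20419 FL-cDNA loci, and 5247 of these loci had several probes. A further 1028 probes were designed from single FL-cDNA clones. The class that the array annotation names END3TU held 8476 probes (called 3'-end units here), and the class it names ENDS held 14331 probes on TIGR models (called ENDS models here); the files explain neither name. The remaining 21761 probes were designed from the CDS of TIGR models (called CDS models here), with 1 probe per model. Counted this way the design, made on TIGR Pseudomolecules Release 2, held 66015 entries, called loci here. Each FL-cDNA locus, clone, 3'-end unit and model was counted as an entry of its own. Whether entries of different kinds overlap in the genome was not checked. The files assign no probe to FL-AE, FL-NAE or CDS-ANE and were not remapped to TIGR4, so the kinds of design sequence differ from these locus types, and their numbers of loci differ too.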

RNA samples were prepared from shoots, roots, panicles, and calluses of Nipponbare (*japonica* variety) and shoots of IR64 (*indica* variety), and the signal intensities were compared among the samples (GEO accession number: GSE7366 and GSE7374). 

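The signal intensities were recomputed from 16 2-color 60-mer arrays. IR64 shoot, Nipponbare root, Nipponbare panicle and Nipponbare callus were each co-hybridized with Nipponbare shoot on 4 arrays, 1 for each of the 2 array sets in each of 2 replicates. The tissue was labeled with Cy3 in replicate 1 and with Cy5 in replicate 2 of every comparison, so that replicate and dye orientation cannot be told apart. The labels name the same Nipponbare shoot extract in both callus replicates and a different one in each replicate of the other comparisons, so the spread between the callus replicates would hold no difference between shoot extracts. A hybridization below means both array sets of 1 replicate, which gives 8 hybridizations for Nipponbare shoot and 2 for each other sample. According to the paper the RNA came from pools of 10 plants, with shoots 14 days old; the sample labels give 10 days for the shoots. The authors deposited the processed signal of each channel, an intensity that their Feature Extraction run had corrected for background and normalized between the dyes of an array, but had not scaled between arrays. The deposited flag for a signal well above background combines the test at 0.01 and the limit of 2.6 background standard deviations of the paper's methods. Between 80.5 and 95.5% of the probes of a channel carried this flag. From there, the median of each channel over the probes other than controls was set to 1000, intensities above 100000 were set to 100000, spots the software had marked as outliers were left out, and a probe not well above background was given an intensity of 0. The intensity of a probe in a sample was the median over its hybridizations, and that of a locus the highest of its probes. A locus had a significant signal when this value was above 0, which takes a flag in 1 of 2 hybridizations, or in 4 of 8 for Nipponbare shoot. Each SD given with a signal intensity, count or share is the SD between the values obtained from replicate 1 alone and from replicate 2 alone (n = 2). The value printed with it combines both replicates and can lie outside both single values. Such an SD shows only how far the replicates differ and is not the error of the printed value. According to the labels the shoot hybridizations of different comparisons share extracts. Replicate 1 of shoot includes 1 hybridization, that with callus, of the extract used in replicate 2. The SDs of shoot therefore do not fully separate the shoot extracts. Ratios were log2 of the processed tissue signal over the shoot signal on the same array. They were tested per probe with limma, in a fit over the 8 arrays of an array set without a term for the dye, with Benjamini-Hochberg adjustment over both array sets and a threshold of 0.05. The small number of arrays limits the precision of all values.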

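For FL-cDNA loci of Nipponbare, the median signal intensity was 3222 ± 28.2 (SD, n = 2) in shoot, 3904 ± 276 in root, 4029.7 ± 5.32 in callus and 4127 ± 17.4 in panicle. For CDS models of Nipponbare it was 368 ± 7.76 in shoot, 327 ± 9.98 in root, 298 ± 1.49 in callus and 311 ± 13.5 in panicle. Shoot was thus lowest among the Nipponbare tissues for FL-cDNA loci and highest for CDS models, by more than the SDs in both cases. In IR64 shoot the median intensity was 2833 ± 28.5 for FL-cDNA loci and 447 ± 8.45 for CDS models. The average intensity over FL-cDNA loci was 10693 ± 454 in IR64 shoot and 11832 ± 246 in Nipponbare shoot. Over CDS models it was 2784 ± 119 and 2814 ± 24.2. As for the medians, the hybridizations of a sample were first combined for each probe. Among the 8 hybridizations of Nipponbare shoot, the median of FL-cDNA loci ranged from 2869 to 3488, and the 2 lowest were those hybridized together with IR64. Compared on the same arrays, the IR64 median of FL-cDNA loci differed from the Nipponbare shoot median by -2.44% in replicate 1 and by -2.17% in replicate 2. Without scaling of the channels the mean of these changes was -3.99% in place of -2.30%. The average intensity of FL-cDNA loci changed by -0.216% in replicate 1 and by 1.09% in replicate 2, and so had no direction common to both replicates. For 3'-end units the median changed by -4.28% and 0.361%, also in opposite directions, but the average fell in both replicates, by -5.30% and -3.11%. The average rose in both replicates for ENDS models, by 4.46 and 2.18%, and for CDS models, by 1.22 and 0.195%. The IR64 medians were higher in both replicates for ENDS models, by 6.92 and 3.09%, and for CDS models, by 4.73 and 6.51%. The channels of an array were normalized to each other and scaled to the same median, so these changes are relative to the other kinds and do not measure a difference in overall intensity between the cultivars.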

The median and average signal intensities for each locus type were similar among the samples from different tissues of Nipponbare, but the intensity values for the samples from IR64 were generally lower than those from Nipponbare (Table S3). The difference in signal intensities between the samples from Nipponbare and IR64 could be due to the variations in the genome sequence. 

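Probe by probe on the same arrays, 2371 probes were higher and 3549 were lower in IR64 shoot than in Nipponbare shoot among the 83038 tested (limma, adjusted p under 0.05), and 14123 had an unadjusted p under 0.05. When only the arrays of IR64 entered the fit, 0 probes passed the threshold, with 9716 at an unadjusted p under 0.05. A fold change above 2 was fitted for 1597 of the higher and 2636 of the lower probes. With normexp background correction and loess these numbers were 815 and 1563. The lower probes outnumbered the higher ones among probes of FL-cDNA loci, with 2207 against 1118, and of 3'-end units, with 619 against 367. The reverse was found for ENDS models, with 401 lower and 557 higher, and for CDS models, with 272 lower and 316 higher. For loci with several probes, the number of called probes that stood alone within their locus was counted. Among FL-cDNA loci with at least 3 probes, 306 had a called probe that was at least 2-fold lower in IR64. The other probes of the locus had a median ratio within 0.5 of 0 on the log2 scale at 152 of these loci (49.7%). The corresponding share for probes higher in IR64 was 51 of 109 loci (46.8%), which did not differ from the former (2-sided Fisher's exact test, p = 0.656, adjusted over 4 tests 0.656). The probes with the largest changes cannot be given gene names, since the files do not pair their identifiers with genes. In IR64, 9632.m04206_CDS was higher by 6.27 ± 0.11 on the log2 scale (SD, n = 2 replicates, limma adjusted p = 0.000373) and 9639.m02892_CDS by 5.96 ± 0.21 (limma adjusted p = 0.000215, n = 2). R03-E3TU-00836F had a log2 ratio of -6.37 ± 0.21 and R12-E3TU-00615F one of -6.21 ± 0.36 (limma adjusted p = 0.000129 for each, n = 2). From the arrays of IR64 alone, the adjusted p of these 4 probes was 0.215 or more.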

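The log2 ratios of IR64 over Nipponbare shoot had a Pearson's r between the dye-swapped replicates of 0.322 on array set 1 and 0.200 on array set 2, across probes, which are not independent replicates. For root it was 0.873 and 0.900, for panicle 0.812 and 0.891, and for callus, where both replicates share 1 shoot extract according to the labels, 0.933 and 0.932. The SD of a ratio between the IR64 replicates was 0.63 and 0.71 on the log2 scale on the 2 array sets, against 0.56 or less in the other comparisons. Restricted to probes well above background in both channels of both arrays, the r of IR64 averaged 0.615 over the array sets in place of 0.261.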

The apparent signal intensities in the samples from IR64 may have been affected by transcription activity and the variations in the genome sequence; therefore, the data from IR64 were not used in further analyses.

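Over all kinds of design sequence, 63704 of 66015 loci (96.5% ± 0.108) had a significant signal in at least 1 of the 4 Nipponbare samples. In single samples the share was 86.7% ± 2.40 in shoot, 91.7% ± 0.174 in root, 94.3% ± 0.312 in callus and 91.4% ± 1.32 in panicle. The share in at least 1 sample moved most when a probe had to be well above background in every hybridization of a sample, which gave 92.8%.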

A significant signal (see Materials and Methods) was detected at 93% of the loci identified by the designed probes in at least one of the samples from Nipponbare. 

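A significant signal in at least 1 Nipponbare sample was found for 20348 ± 2.12 FL-cDNA loci (99.7%), 8371 ± 8.49 3'-end units (98.8%), 13713 ± 28.3 ENDS models (95.7%) and 20244 ± 36.8 CDS models (93.0%). The differences between these shares exceed the spread between the replicates.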

The numbers of loci with a significant signal were 21702, 3357, and 14 892 for FL-AE, FL-NAE, and CDS-ANE, respectively (Table S3). 

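Over the 4 Nipponbare samples together, the median signal intensity was 3816 ± 76.6 for FL-cDNA loci, 1468 ± 22.2 for 3'-end units, 477 ± 1.18 for ENDS models and 324 ± 1.27 for CDS models. In 14 of 14 Nipponbare hybridizations the medians followed this order. The median of FL-cDNA loci was between 6.70 and 13.6 times that of CDS models in the same hybridization, and at least 2.21 times that of 3'-end units. FL-cDNA clones, with 1 probe for each of 1028 clones and a median of 40302 ± 3093, lay far above these and are left out of the comparisons by kind here and below. Counting probes in place of loci moved the median of FL-cDNA loci most, to 2295. A different background correction and normalization (limma's normexp, loess and Aquantile) moved that of CDS models most, to 558, and gave 2766 for FL-cDNA loci.

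**Figure D1:**
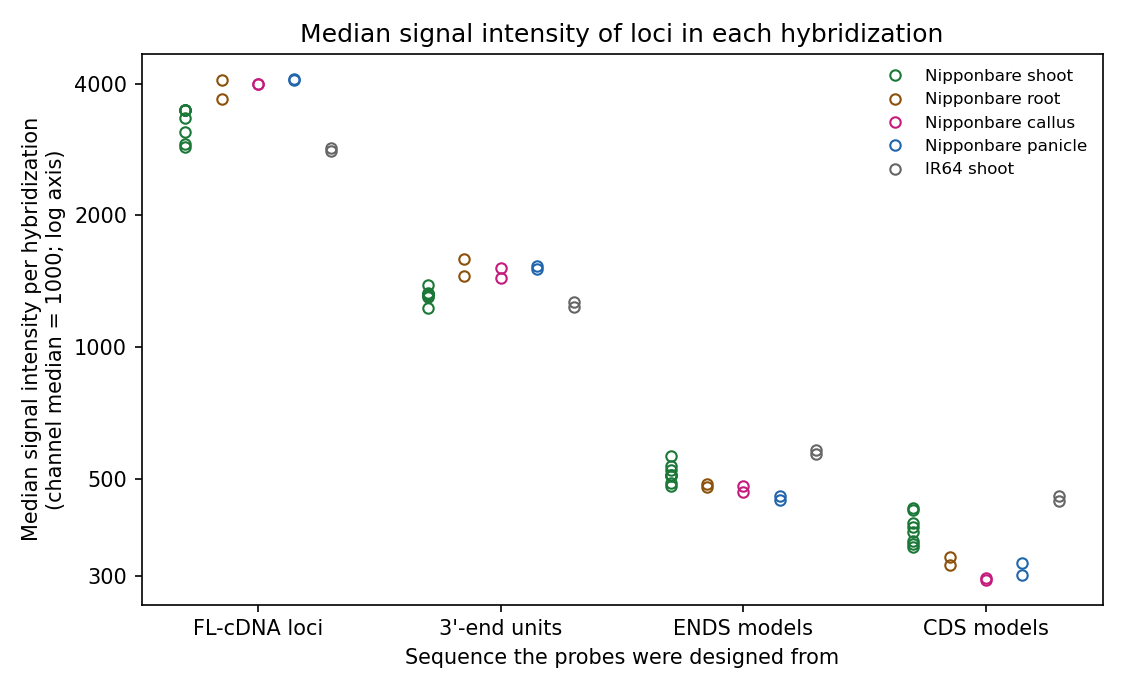
Median signal intensity (vertical log axis, with the median of each channel set to 1000) of the loci of 4 of the 5 kinds of design sequence (horizontal axis), without FL-cDNA clones. Each circle is 1 hybridization, with 8 for Nipponbare shoot and 2 for each of the other samples. In every hybridization of a Nipponbare sample, FL-cDNA loci lie above 3'-end units, ENDS models and CDS models.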

The median signal intensity varied among the locus types, with the highest intensity for AE (about 2403), followed by NAE (839) and ANE (237, only about 10% of the AE intensity) (Table S3). 

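For FL-cDNA loci the 25% percentile of the signal intensities over the 4 Nipponbare samples was 1175 ± 21.1 and the 75% percentile 11210.4 ± 477. For CDS models the 25% percentile was 121 ± 6.89 and the 75% percentile 952 ± 22.8. In single tissues the 25% percentile of CDS models was 82.2 ± 52.4 in shoot, 132 ± 2.64 in root, 122 ± 1.06 in callus and 111 ± 0.309 in panicle. That of shoot was 141 from replicate 1 alone and 67.1 from replicate 2 alone, so the place of shoot among the tissues depends on the replicate. ENDS models had percentiles of 185 ± 1.05 and 1517 ± 20.4.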

The 25% and 75% percentiles of signal intensities for FL-AE were about 800 and 6900, respectively, and the corresponding values for CDS-ANE were 0 and 700, respectively. Moreover, the observed signal profiles showing that the intensity of FL-NAE is lower than that of FL-AE also supports the hypothesis that many FL-NAE code mRNA-like ncRNA [26]

Examination of the median signal intensity and the collection efficiency for each locus type revealed a positive correlation between the signal intensity and the collection efficiency in both FL-AE (R = 0.99) and FL-NAE (R = 0.86) (Table 5). The median signal intensities in FL-NAE were consistently lower than those in FL-AE when the collection efficiencies for the two locus types were within the same range. This positive correlation between signal intensity and cloning efficiency suggests it was difficult to create FL-cDNA clones from CDS-ANE transcripts, because the median signal intensity of CDS-ANE (238) was lower than those of FL-AE and FL-NAE (FL-AE: 852, FL-NAE: 596 in range of collection efficiency 1-2).

**Table 5:** Signal intensities in microarray analysis in relation to the locus types and the collection efficiencies of FL-cDNA.

			Collection efficiency (FL-cDNA clones/locus)			
			1-2	3-5	6-9	10-15
**Signal Intensity**	**FL-AE**	**No. Data ** (a)	16380	14056	12656	12404
		**Average**	3779	4323	5452	6716
		**Median**	852	1421	1984	2572
		**25% percentile**	302	516	761	1010
		**75% percentile**	2568	3758	4723	5985
	**FL-NAE**	**No. Data ** (a)	8768	2680	1400	804
		**Average**	3057	3780	6243	9122
		**Median**	596	1007	1648	2115
		**25% percentile**	196	397	576	609
		**75% percentile**	1826	2729	4397	7059

a : Samples from four tissues of Nipponbare were used for the analysis, thus the numbers of data are the numbers of loci in each category multiplied by four (samples).

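The negative controls on the arrays give a measure of signal without a designed rice target. The 314 structural negative control spots of an array were well above background in 5.74% of cases over the 32 channels, with a range from 0 to 29.0% per channel. Up to 4.14% of them exceeded 1000 in a channel. The 4 control sequences listed as hybridization negatives, with 98 spots each per array, differed widely. The sequence named C1 was well above background in 7.59% of cases, COR in 92.9%, SIG in 99.7% and CAB in 100%. Their median intensities were 53.8, 303, 731 and 28672, respectively. The log2 ratio of tissue over shoot of CAB averaged -5.18 ± 0.17 in callus (SD over 4 arrays), -4.52 ± 0.12 in root, -2.83 ± 0.10 in panicle and 0.25 ± 0.14 in IR64 shoot. Both array sets of a replicate hold the same extracts, so the 4 arrays are 2 replicates and their SD includes technical repeats. The files give only the names of these sequences, not what they are.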

The results from microarray analysis indicated that genes identified with the designed probes are expressed at a significant level in at least one of the tissues examined (Table 5), although the possibility of cross-hybridization can not be excluded. To avoid misinterpretation of results due to potential cross hybridization effects, we examined the numbers of loci with significant signal intensity at higher threshold values (significant signal intensity>1000). 

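The share of FL-cDNA loci with a signal in at least 1 Nipponbare sample was 94.8% above a threshold of 500, 80.3% above 2000, 62.3% above 5000 and 44.5% above 10000. At the same thresholds the share was 85.4, 60.0, 39.2 and 25.3% for 3'-end units. It was 60.8, 29.5, 16.3 and 10.1% for ENDS models and 48.8, 20.9, 11.1 and 6.98% for CDS models.

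**Figure D2:**
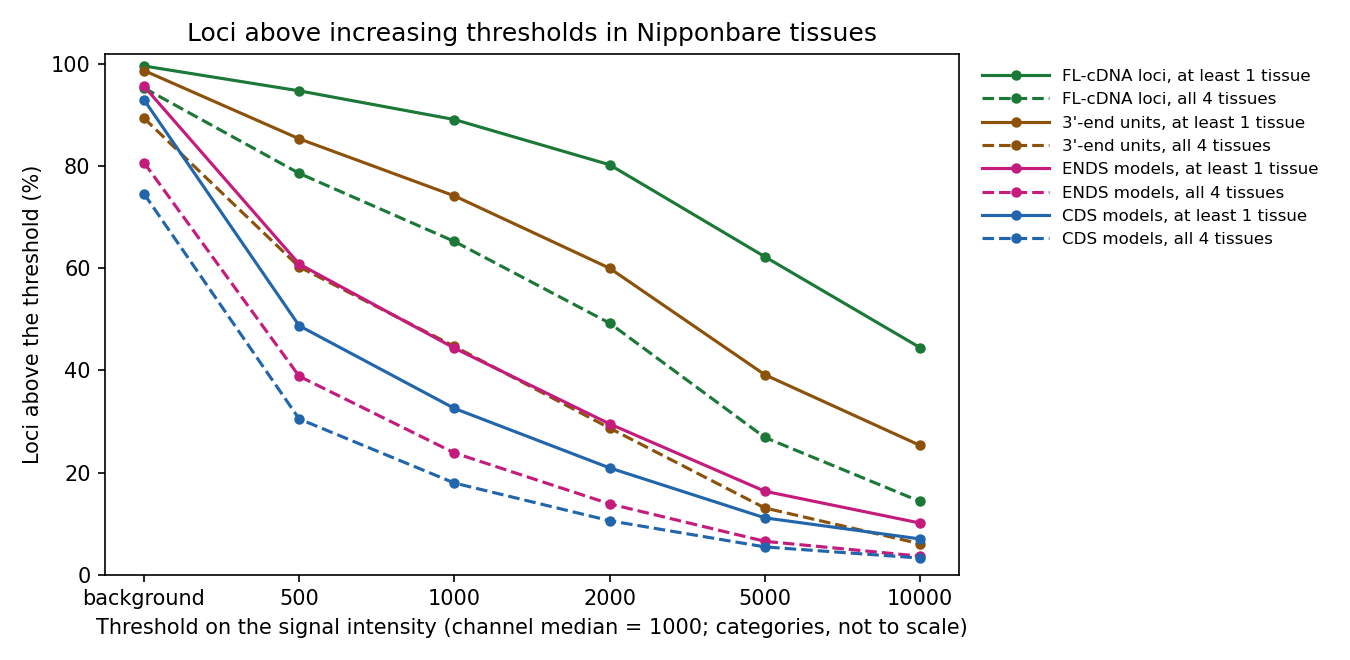
Share of loci (vertical axis, percent) above increasing thresholds on the signal intensity (horizontal axis, as categories and not to scale), for 4 of the 5 kinds of design sequence, without FL-cDNA clones. Solid lines give loci above the threshold in at least 1 of the 4 Nipponbare samples and dashed lines give loci above it in all 4. All lines fall as the threshold rises, and at 10000 the solid line of FL-cDNA loci is at 44.5% and that of CDS models at 6.98%.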

The number of loci with a significant signal intensity decreased for all locus types as the threshold levels increased. 

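Above an intensity of 1000 in at least 1 Nipponbare sample were 18205 of 20419 FL-cDNA loci (89.2% ± 0.232), 6289 of 8476 3'-end units (74.2% ± 0.409), 6359 of 14331 ENDS models (44.4% ± 0.444) and 7085 of 21761 CDS models (32.6% ± 0.591). Counting probes in place of loci moved the share of FL-cDNA loci most, to 79.6%. For CDS models the largest move came from setting the median of only the probes well above background to 1000, which gave 27.0%.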

At the threshold, 85% of FL-AE loci (18.6K loci) exhibited a significant signal in at least one of the samples from different tissues, while only 58% (2K loci) of FL-NAE and 27% (4.6K loci) of CDS-ANE exhibited a significant signal. This difference was expected since the median intensities were significantly different among the locus types (Table S3). 

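Among FL-cDNA loci, 15075 ± 26.9 exceeded 1000 in shoot, 16007 ± 135 in root, 16090 ± 19.1 in callus and 16306 ± 119 in panicle. Among CDS models the numbers were 6000 ± 130 in shoot, 5232 ± 221 in root, 4998 ± 87.0 in callus and 4810 ± 94.0 in panicle. As shares of their kind these numbers lie between 73.8 and 79.9% for FL-cDNA loci and between 22.1 and 27.6% for CDS models. The numbers ranged from 4737 to 5102 for 3'-end units and from 4485 to 4879 for ENDS models. Shoot, measured in 8 hybridizations, had the fewest FL-cDNA loci and 3'-end units and the most CDS and ENDS models. Its distance from the other tissues exceeded the spread between replicates for FL-cDNA loci and CDS models. CDS models that exceeded 1000 in 1 tissue only numbered 972 ± 31.8 in shoot, 312 ± 26.9 in root, 197 ± 22.6 in callus and 184 ± 14.8 in panicle. The corresponding numbers of FL-cDNA loci were 324 ± 19.8, 322 ± 36.8, 462 ± 16.3 and 395 ± 0.707.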

The difference in the numbers of loci with significant signals among the samples from different tissues was not large (Table 6). 

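An intensity above 1000 in all 4 Nipponbare samples was found for 13328 ± 97.6 FL-cDNA loci (65.3%), 3789 ± 38.9 3'-end units (44.7%), 3416 ± 7.07 ENDS models (23.8%) and 3904 ± 37.5 CDS models (17.9%). The share of FL-cDNA loci was 63.8 or 64.5% when the samples were represented by replicate 1 or replicate 2 alone.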

The number of loci with a significant signal in respective tissues was also similar to the numbers of loci showing significant signals in all four samples (Table 6). A similar tendency was observed for the number of loci classified as no-significant signal (Table 6). These results suggested that some loci in rice are consistently highly expressed and that some loci are consistently expressed at a low level or perhaps not expressed at all.

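No Nipponbare sample exceeded 1000 at 2214 ± 47.4 FL-cDNA loci (10.8%), 2187 ± 34.6 3'-end units (25.8%), 7972 ± 63.6 ENDS models (55.6%) and 14676 ± 129 CDS models (67.4%). Loci without a signal above background in any of the 4 samples numbered 71 among FL-cDNA loci, 105 among 3'-end units, 618 among ENDS models and 1517 among CDS models.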

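The ratios on the same arrays show how many probes changed between the tissues. Compared with Nipponbare shoot, 19251 probes were higher and 19287 lower in root (limma, adjusted p under 0.05), which is 46.4% of the 83038 tested. In panicle 18747 were higher and 20420 lower, and in callus 20650 were higher and 20412 lower. Which direction held more probes in panicle depended on the processing, as normexp background correction and loess gave 20465 higher and 17622 lower and centring of the arrays 19608 and 19306. Leaving out 1 replicate of root lowered its counts the most, to 12222 higher and 10916 lower without replicate 2. The share of probes called lay between 57.3 and 61.9% for FL-cDNA loci and between 30.5 and 32.5% for CDS models in the 3 comparisons. In root, 9630.m03981_END was higher by 6.21 ± 0.15 on the log2 scale and R05-E3TU-01121F by 6.21 ± 0.03 (SD, n = 2 replicates, limma adjusted p = 9.33e-06 and 6.52e-06). The largest falls in root were those of R04-00822F_C, with a log2 ratio of -8.16 ± 0.29, and R06-00371F_C, with -7.66 ± 0.08 (limma adjusted p = 5.91e-06 for each, n = 2). R04-00822F_C also fell most in panicle, with -7.81 ± 0.36, followed by 9635.m00620_CDS with -7.47 ± 0.29 (limma adjusted p = 1.48e-05 for each, n = 2). The largest rises in panicle were 5.54 ± 0.11 for R04-00941R_C and 5.54 ± 0.19 for R07-00218R_C. In callus R09-00299F_C rose by 6.45 ± 0.12 and R07-E3TU-01075R by 6.41 ± 0.35. The largest falls in callus were those of R02-00937F_C, at -7.78, a lower limit of the fall since its shoot signal was saturated in replicate 1, and of 9632.m01509_CDS, at -7.67 ± 0.02. The adjusted p of the probes named for panicle and callus was 0.000410 or less. From the similar numbers of loci above and below the threshold in single tissues and in all 4 of them, the paper proposes that some loci are highly expressed throughout and that others are expressed at a low level or not at all.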

**Table 6:** The number of significant signal-detected loci in each locus type

		Shoot	Root	Panicle	Callus	All samples (b)
**FL-AE**	No.locus	21885	21885	21885	21885	21885
	Sig. signal (a)	14438	15560	15894	15602	12021
	No-sig. signal (a)	7447	6325	5991	6283	3234
**FL-NAE**	No.locus	3540	3540	3540	3540	3540
	Sig. signal (a)	1640	1528	1725	1584	1267
	No-sig. signal (a)	1900	2012	1815	1956	1474
**CDS-ANE**	No.locus	17665	17665	17665	17665	17665
	Sig. signal (a)	3862	3316	3453	3187	2589
	No-sig. signal (a)	13803	14349	14212	14478	12983

a : Sig.signal (No-sig. signal) indicates the number of loci with (without) significant signal.

b : The number of loci with significant signals in each of the four samples, or number of loci with no significant signal in each of the four samples.

### Relationship between transcription activity and locus position within the genome

It was previously reported that human housekeeping genes (e.g., tissue-non-specific genes) were mapped to clusters in the genome [27], [28]. 

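Of the FL-cDNA loci that exceeded 1000 in any Nipponbare sample, 73.2% ± 0.349 did so in all 4. The share was 60.2% ± 0.300 for 3'-end units, 53.7% ± 0.617 for ENDS models and 55.1% ± 0.406 for CDS models. Each replicate alone gave lower shares in all 4, with 71.7 and 72.2% for FL-cDNA loci and 51.5 and 52.0% for CDS models. Of the same loci, the share above 1000 in exactly 1 sample was 8.26% ± 0.0137 for FL-cDNA loci, 16.2% ± 0.0559 for 3'-end units, 22.6% ± 0.225 for ENDS models and 23.5% ± 0.166 for CDS models.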

In our data (Table 6), most FL-AE appeared as consistently-highly expressed genes, while expression of a large portion of CDS-ANE was consistently low. Therefore, we hypothesized that the respective locus types may exhibit a certain distribution pattern in the rice genome. To test the hypothesis, we examined the frequency of loci belonging to each locus type (FL-AE, FL-NAE, and CDS-ANE) along the genome using a sliding-window analysis (Table S2a). The results of the analysis for the respective locus types and TE-related loci are presented in Figure S1. FL-AE and CDS-ANE were not equally distributed within the genome, and there appears to be a negative correlation between the frequency of FL-AE and CDS-ANE (R = −0.97). The frequency of FL-AE decreased in regions rich in TE-related loci (R = −0.82); whereas, the frequency of CDS-ANE loci increased in these regions (R = 0.79). FL-NAE loci appeared more evenly distributed along the genome, and thus the frequency of FL-NAE did not show any correlations with those of FL-AE and TE-related loci (R = −0.24 and 0.21, respectively). TE-rich regions are generally heterochromatin or centromeric regions [29]. Although transcripts from centromeres and heterochromatin in plants have been reported [3], [29]–[32], these regions appear to be mostly silent with low transcription activity [3]. In addition, centromere and heterochromatic regions of Arabidopsis are highly methylated and pseudogenes which contain homology to coding sequences of transposons also contain many methyleted cytosines. The transcription activity of the gene located on highly methylated region is low [33]. From these findings in Arabidopsis, it can be predicted that transcription activity also is suppressed in the centromere and heterochromatic regions in rice.

We also analyzed the relationship between TE density and transcription activities in FL-AE, FL-NAE and CDS-ANE (Table S4). A negative association between the density of TE-related loci and transcription activity was observed for FL-AE and CDS-ANE, but not for FL-NAE. This result implies transcription activity of many genes may also be influenced by chromatin structure (as TE-density), but FL-NAE may not be affected.

Microarray experiments can directly indicate transcription activity that is not detected by FL-cDNA cloning. Microarray experiments revealed the following: 1) Almost all FL-cDNA clones were derived from transcripts mapped to euchromatic regions; 2) Cloning efficiency was positively associated with transcription activity; 3) Transcription activity was affected by chromatin structure, but the activity of FL-NAE was not affected which implies that regulation of transcription activity may be different between FL-AE and FL-NAE; and 4) Although the signal intensity of 25% CDS-ANE exceeded 1000 in at least one tissue, these genes were not obtained as cDNA clones. That is, cloning efficiency is not only dependent on transcription activity, but also is influenced by other factors.

### 5. Other bias for full-length cDNA cloning

The results presented above suggest the efficiency of FL-cDNA cloning may be dependent on transcription activity to a significant degree. The transcription activity of FL-AE and FL-NAE loci was higher than that of CDS-ANE loci; thus, FL-cDNA from CDS-ANE loci could be difficult to obtain. However, microarray analyses revealed that high signal intensity also was detected from about 15% of CDS-ANE loci (2.6K) in samples from all four tissues (Table 6), suggesting that factors other than transcription activity may affect cloning efficiency. 

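The number of CDS models above the threshold in all 4 Nipponbare samples was 6635 (30.5%) at 500, 2296 (10.6%) at 2000, 1180 (5.42%) at 5000 and 705 (3.24%) at 10000. At 2000, replicate 1 alone gave 2236 models and replicate 2 alone 2170. The design sequence does not show whether an FL-cDNA was obtained for each of these models.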

To reveal factors which may be involved, we investigated the cloning efficiency of FL-cDNA from gene groups classified on the basis of their functions.

### Relationship between cloning efficiency and gene function

We examined the coverage of FL-cDNA clones for genes encoding transcription factors (TF) and enzymes for metabolic pathways to see whether there are considerable differences among gene families. The coverage of FL-cDNA clones was determined as the ratio of CDS-AE loci to all CDS loci (hereafter designated as CDS-AE proportion). Based on the Rice Transcription Factor Database version 2.1 (http://ricetfdb.bio.uni-potsdam.de/) [11], 1903 TIGR4 CDS were classified as TF (TF-CDS) representing 65 gene families. Transcription of 1432 TF-CDS loci was supported by detection of the corresponding FL-cDNA clones (CDS-AE). The CDS-AE proportion of the entire TF-CDS was about 75%, but varied among gene families (Table 7). The proportions of TF-CDS for AP2-EREBP (64%), MADS (58%), and GRAS (61%) were significantly lower than the proportion (75%) for the entire TF-CDS (*P*<0.05, calculated by chi-squared test), while those for C3H (86%) and PHD (90%) were significantly higher.

**Table 7:** Coverage of genes encoding transcription factors in the rice FL-cDNA libraries

Family (a)	Total loci	CDS-AE	CDS-ANE	CDS-AE Proportion (b)	Significance (c)
**AP2-EREBP**	164	105	59	64.0	Low
**bHLH**	144	100	44	69.4	
**NAC**	123	84	39	68.3	
**MYB**	121	87	34	71.9	
**C2H2**	102	73	29	71.6	
**WRKY**	97	66	31	68.0	
**HB**	91	72	19	79.1	
**bZIP**	85	70	15	82.4	
**MYB-related**	81	58	23	71.6	
**C3H**	66	57	9	86.4	High
**MADS**	64	37	27	57.8	Low
**GRAS**	54	33	21	61.1	Low
**ABI3VP1**	52	35	17	67.3	
**PHD**	49	44	5	89.8	High
**G2-like**	46	36	10	78.3	
**whole TF-coded CDS**	1903	1432	471	75.2	

a : The classification was based on the Rice Transcription Factor Database version 2.1 (http://ricetfdb.bio.uni-potsdam.de/v2.1/)

b : The ratio was calculated as the number of CDS-AE loci/total number of loci.

c : Significances of difference were examined between the CDS-AE proportion for each gene family and all CDS encoding TF by the chi-squared test. High (Low) represents the cloning efficiency of a TF family was significantly higher (lower) than the collection efficiency for the entire TF.

Based on RiceCyc version 1.1 at the GRAMENE Web site (http://www.gramene.org/pathway/) [10], 2750 TIGR4 CDS were annotated as genes encoding enzymes involved in metabolic pathways. The CDS-AE proportion of the entire CDS involved in metabolic pathways was about 75%, but the proportions varied depending on the pathways (Table 8). The CDS-AE proportion for “removal of superoxide radicals” (DTOX1-PWY, 16.5%) was particularly lower than the proportion for the entire CDS (75%). These results imply that the efficiency of FL-cDNA cloning could be biased depending on the nature of gene functions.

**Table 8:** Coverage of genes associated with metabolic pathways in rice FL-cDNAs libraries

Pathway id (a)	Pathway name (a)	All-CDS	CDS-AE	CDS-ANE	CDS-AE proportion (c)	Significance (d)
**PWY-2881,2901, 2902 ** (b)	cytokinins -glucoside biosynthesis	235	144	91	61.3	Low
**LIPAS-PWY**	triacylglycerol degradation	177	127	50	71.8	Low
**PWY-1081**	homogalacturonan degradation	134	95	39	70.9	Low
**DETOX1-PWY**	removal of superoxide radicals	79	13	66	16.5	Low
**GLUCONEO-PWY**	gluconeogenesis	67	61	6	91.0	High
**PWY-3781**	aerobic respiration	66	39	27	59.1	Low
**TRNA-CHARGING-PWY**	tRNA charging pathway	64	61	3	95.3	High
**P61-PWY**	UDP-glucose conversion	63	60	3	95.2	High
**GALACTMETAB-PWY**	galactose degradation I	54	53	1	98.1	High
**COLANSYN-PWY**	colanic acid building blocks biosynthesis	51	50	1	98.0	High
**PWY-1121**	suberin biosynthesis	51	34	17	66.7	Low
**PWY-3821**	galactose degradation III	51	51	0	100.0	High
**PWY1F-FLAVSYN**	flavonoid biosynthesis	50	24	26	48.0	Low
**CHLOROPHYLL-SYN**	chlorophyll biosynthesis	48	46	2	95.8	High
**P1-PWY**	salvage pathways of purine and pyrimidine nucleotides	44	42	2	95.5	High
**PWY-1861**	formaldehyde assimilation II (RuMP Cycle)	42	40	2	95.2	High
**PWY-2181**	phenylpropanoid biosynthesis	40	23	17	57.5	Low
**Metabolic pathway-related CDS**		2750	2125	625	77.3	

a : The classification was based on the RiceCyc database at the GRAMENE Web site (http://www.gramene.org/pathway/).

b : PWY-2881, PWY-2901, and PWY-2902 share the same genes in the respective pathways.

c : The ratio was calculated as the number of CDS-AE loci/total number of loci.

d : Significances of difference were examined between the CDS-AE proportion in genes in the respective pathway and that of all genes associated with metabolic pathways by the chi-squared test. High (Low) represents that the cloning efficiency of genes for a metabolic pathway was higher (lower) than the collection efficiency for all genes associated with metabolic pathways.

### The structures of protein encoded in cDNA influence cloning efficiency

For broader assessment of the biased cloning of FL-cDNA by gene functions, the CDS-AE proportions were examined for gene families which contain domains categorized at Pfam [34] and InterPro [35] in TIGR OSA1 [9]. A total of 24 247 TIGR4 loci, excluding TE genes, were found containing domains listed in Pfam. About 72% (17 459) of such TIGR4 loci were CDS-AE. The CDS-AE proportions varied depending on the domain types. For example, the proportions of CDS-AE for gene families encoding metabolic enzyme related domains (PF00657, PF00561) are generally higher than those for all loci; whereas, the proportions for some gene families encoding domains for regulatory roles such as protein kinases (PF00069) and receptors (PF00560, PF00931) were lower (Table 9, Table S5a). These results corroborate the observation that cloning efficiencies of FL-cDNA vary depending on the nature of gene functions.

**Table 9:** Coverage of genes with Pfam domains in the rice FL-cDNA libraries

Pfam ID (a)	InterPro ID (a)	Short name	All loci	CDS-AE	CDS-ANE	CDS-AE proportion (b)	Significance (c)	Ecoli (d)
**PF00076**	IPR000504	RNP1_RNA_bd	233	204	29	87.6	High	
**PF00400**	IPR001680	WD40	212	198	14	93.4	High	
**PF00036**	IPR002048	EF_hand_Ca_bd	164	137	27	83.5	High	
**PF00271**	IPR001650	Helicase_C	131	117	14	89.3	High	1
**PF00657**	IPR001087	Lipase_GDSL	113	92	21	81.4	High	1
**PF00515**	IPR001440	TPR_1	108	99	9	91.7	High	1
**PF00226**	IPR001623	DnaJ_N	108	92	16	85.2	High	1
**PF00004**	IPR003959	AAA_ATPase_core	106	94	12	88.7	High	1
**PF00106**	IPR002198	SDR	97	80	17	82.5	High	1
**PF00561**	IPR000073	AB_hydrolase_1	91	81	10	89.0	High	1
**PF00069**	IPR000719	Prot_kinase	1289	892	397	69.2	Low	1
**PF00560**	IPR001611	LRR	890	533	357	59.9	Low	1
**PF00646**	IPR001810	F-box	716	413	303	57.7	Low	
**PF00931**	IPR002182	NB-ARC	427	212	215	49.6	Low	
**PF07197**	IPR010811	DUF1409	253	6	247	2.4	Low	
**PF06654**	IPR009546	DUF1165	231	4	227	1.7	Low	
**PF00098**	IPR001878	Znf_CCHC	226	46	180	20.4	Low	
**PF03578**	IPR005213	HGWP	215	3	212	1.4	Low	
**PF05699**	IPR008906	HATC	215	32	183	14.9	Low	
**PF00023**	IPR002110	ANK	176	113	63	64.2	Low	1
**Domain-coded CDS**			24247	17459	6788	72.0		

a : The domain information was taken from TIGR OSA1 (http://www.tigr.org/tdb/e2k1/osa1/index.shtml).

b : The ratio was calculated as the number of CDS-AE loci/total number of loci.

c : Significances of difference were examined between the CDS-AE proportion for genes encoding the respective domain and that for genes encoding the entire domains examined by the chi-squared test. High (Low) represents the cloning efficiency of genes encoding the respective domain was higher (lower) than the collection efficiency of genes encoding the entire domains examined.

d : Pfam domain data for *E. coli* K12 published at http://www.sanger.ac.uk/Software/Pfam/. A value of 1 indicates that genes encoding the corresponding domain are found in the *E. coli* K12 genome.

It was especially noticed that the CDS-AE proportions were extremely low for three gene families with rice-specific domains (PF03578, PF06654, and PF07197). However, the median signal intensity for CDS-ANE containing PF03578 was approximately 900 (data not shown), suggesting that the inefficient cloning of FL-cDNA from the genes with rice-specific domains might not be due to the lack of active transcription.

It was reported that manipulation and amplification of FL-cDNA clones from some plant virus genomes in *E. coli* were rather difficult because of the instability of viral gene sequences [36]–[38]. It was suggested that the instability of viral genes in *E. coli* resulted from the toxicity of virus-specific gene products [36]–[38]. From these observations we hypothesized that one cause of inefficient FL-cDNA recovery from some gene families could be toxicity of genes encoding protein domains heterologous to *E. coli*. To test this hypothesis, we examined whether the protein domains listed in Table 9 are heterologous to *E. coli*. The protein domains encoded in genes with lower CDS-AE proportions were predominantly heterologous to *E. coli*, while a majority of the domains encoded in genes with higher CDS-AE proportions are also found encoded in genes of *E. coli* (Table 9, Table S5a). Such inefficient production of FL-cDNA from genes encoding domains heterologous to *E. coli* was also observed in Arabidopsis by our analysis. Based on the information available at TAIR6 (http://www.arabidopsis.org/) [25] and SIGnAL database (http://signal.salk.edu/), TAIR6 loci were classified into CDS-AE or CDS-ANE. CDS-AE proportions varied depending on the domains encoded in genes. Gene families encoding domains that are not found in *E. coli* had significantly lower CDS-AE proportions (Table S5b). Therefore, these results support the idea that FL-cDNAs encoding rice-specific or eukaryotic-specific domains might be difficult to clone in *E. coli*. Though we could not analyze the diversity of cloning efficiency between rice and Arabidopsis because the numbers of FL-cDNA clones are drastically different between rice and Arabidopsis (580K and 27K, respectively (http://signal.salk.edu/)), we could not find the diversity of cloning efficiency by organisms (Table S5a and b).

During amplification of foreign genes cloned in *E. coli*, spontaneous deletions and rearrangements of genes which are supposed to be unfavorable to *E. coli* were observed [36], [38]. If a similar event occurs during cloning of rice FL-cDNA, our libraries should contain reassembled FL-cDNA clones. To find out whether such events might have occurred for rice FL-cDNA, we compared the sequences of about 200 short FL-cDNA (<600 bp) with those of the corresponding FL-AE and CDS-AE. The result indicated that some of the short FL-cDNA could be clones which might have been reassembled in *E. coli* (Table 10, Figure S2). It appeared that part of internal exons encoding a protein domain might have been deleted in each FL-cDNA, and most of the domains encoded in the deleted sequences were either absent in *E. coli* or were domains functioning as a gene regulator such as Hsp90 [39]. These results suggested that the cloning of some full-length cDNAs was adversely affected in *E. coli*, and that sequences encoding heterologous domains and those functioning as gene regulators in *E. coli* are the most likely to be affected.

**Table 10:** The list of FL-cDNA in excluded internal sequences

DDBJ accession	Clone length	Chr (a)	Locus length (bp)	TIGR4 locus	Deleted domain (b)	Short name	E.coli (c)
AK058767	492	1	9411	LOC_Os01g05760			
AK058349	527	3	1193	LOC_Os03g08500	IPR001471	AP2-EBPRF	
AK063600	537	3	1190	LOC_Os03g29250	IPR004331	SPX_N	
AK063698	520	4	2725	LOC_Os04g01740	IPR001404	Hsp90	1
AK063751	530	4	2712	LOC_Os04g01740	IPR001404	Hsp90	1
AK060229	524	4	2423	LOC_Os04g21320	IPR006702	DUF588	
AK059443	478	4	1500	LOC_Os04g42020	IPR000315	B-box	
AK105205	592	4	1256	LOC_Os04g58760	IPR006702	DUF588	
AK062513	499	5	1345	LOC_Os05g33220	IPR008390	AWPM-19	
AK062487	526	6	1478	LOC_Os06g10350	IRP001005	Myb_DNA_bd	
AK241732	237	6	4343	LOC_Os06g10600	IPR002913	START_lipid_bd	
AK105179	543	7	1107	LOC_Os07g42610	IPR001841	Zinc finger, RING-type	
AK058489	587	8	1288	LOC_Os08g37370	IPR001993	Mitoch_carrier	
AK063134	432	8	5613	LOC_Os08g45030	IPR003439	ABC_transp_like	1
AK059470	562	9	1928	LOC_Os09g24690	IPR008195	Ribosomal_L34E	
AK063094	444	10	1075	LOC_Os10g39450	IPR001841	Zinc finger, RING-type	
AK070901	457	12	1971	LOC_Os12g29400	IPR004182	GRAM	

a : Chromosome number to which FL-cDNA were mapped in TIGR4.

b : Domains encoded in the sequences excluded from FL-cDNA sequences. The information was obtained from TIGR OSA1.

c : Pfam domain data for *E. coli* K12 published at http://www.sanger.ac.uk/Software/Pfam/. A value of 1 indicates that genes encoding the corresponding domain are found in the *E. coli* K12 genome.

As the results above suggested, rearranged cDNA sequences might have been included in those used to analyze gene structures (e.g., alternative forms, exon-intron analysis). This may have led artificial mismatches in exon-intron structure between the predicted CDS and the FL-cDNA sequences, resulting in misinterpretations of the alternative forms of the loci. Since the redundancy rate for the entire FL-cDNA was only 1.43 (32 775 FL-cDNA/22 943 FL-cDNA loci), it is particularly difficult to confirm the exon-intron structure for most loci by multiple FL-cDNA sequences. Thus, the effect of the *E. coli* bias on recovery and rearrangement of FL-cDNA should be considered in order to avoid any *in silico* artifacts of FL-cDNA.

Our results revealed that the rice FL-cDNA that we collected originated mostly from genes with high transcription activity. In addition, we found significant differences in the recovery of FL-cDNA among gene families presumably due to the bias related to gene function and gene structure in *E. coli* that results in unequal rice FL-cDNA collections. Because rice FL-cDNA clones are produced under cloning biases as described above, it is important to overcome them for accurate and efficient cloning.

The FL-cDNA library contains both protein-coding and non-protein-coding transcripts. Non-coding transcripts have been reported to function as gene regulators [40]; thus, the information on non-coding transcripts is also important to reveal transcription regulation. It has been reported that the number of mRNA-like ncRNA loci was similar to that of protein-coding mRNA loci in mouse [26], and it seems that the number of ncRNA in rice is not many number (FL-AE:FL-NAE = 23 117 : 5 447, Table 2). However, the number of mouse FL-cDNA clones is more than 2000K and is more than three times the number of FL-cDNA clones in rice. So, it does not indicate that the number of ncRNA of rice is less than that of mouse.

Approximately 2400 FL-cDNA clones which were sequenced completely in our library were not able to be mapped on TIGR4. It has previously been reported that some FL-cDNA were mapped in telomere or centromere regions, which have not been assembled in the Pseudomolecules database [29]–[32], [41]. However, the size of un-assembled regions predicted in IRGSP4 is about 4% of the entire genome (http://rgp.dna.affrc.go.jp/E/IRGSP/index.html). This value was lower than the value for unmapped clones (7%) (Table 1). If unmapped clones were mapped on Gap region in genome, we expected the annotation profile of unmapped clones would be similar to that of mapped clones. Therefore, we analyzed unmapped clones for their homology to Arabidopsis CDS using BlastX and classified them according to their similarity (see Gene annotation). Although about 230 of 2400 unmapped clones were confirmed to map on the rice genome by other genome assemblies (Table 1), the proportion of highly-homologous unmapped clones was lower than that of mapped clones and the proportion of no-homologous unmapped clones was higher than that of mapped clones (Table S6). So, we think that about 1000 unmapped clones could be contaminants originating from organisms other than rice.

About 530K out of 578K FL-cDNA clones were derived from about 28.5K loci. Some loci which were not supported by FL-cDNA clones (CDS-ANE) were found to be active in transcription based on the microarray analysis in this study. The signal detection frequency for CDS-ANE loci varied between 26 and 84% depending on the threshold chosen for analysis (Table 5, S3). Thus, we estimate the number of rice genes based on TIGR4 predictions to be between 31.8K (23 193 CDS-AE+[32 697 CDS-ANE×0.265]) and 50.8K (23 193 CDS-AE+[32 697 CDS-ANE×0.843]), excluding non-protein-coding genes such as FL-NAE.

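For CDS models the share with a significant signal in at least 1 Nipponbare sample also depended on the rule for a signal. It was 85.9% when a probe had to be well above background in every hybridization of a sample and 95.1% when 1 hybridization was enough. With the first step of the background test alone it was 99.0%. A significant signal in all 4 samples was found for 16237 CDS models (74.6% ± 3.60). Among the control sequences listed as hybridization negatives, COR, SIG and CAB lay well above background at 92.9, 99.7 and 100% of their spots. C1 did so at 7.59%, and the structural negative controls at 5.74%. Since the source of these signals stays open, a significant signal alone does not show that a model is expressed.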

## Materials and Methods

### FL-cDNA library construction, selection of clones, and one-pass sequence analysis

Starting materials used to construct FL-cDNA libraries are indicated in Table S7. Tissues were collected from *Oryza sativa* ssp. *japonica* cv. Nipponbare. Construction of the FL-cDNA libraries, selection of the cDNA clones, and one-pass sequence analysis were described previously [5]. The 5′-, the 3′- or both ends of 578 473 FL-cDNA clones derived from more than 90 libraries were sequenced, and 241 854 5′ end one-pass sequences (FL-EST) and 536 885 3′ end FL-EST were obtained. In addition, 35 187 FL-cDNA clones were completely sequenced. All cDNA sequences were deposited in DNA Data bank of Japan (DDBJ, http://www.ddbj.nig.ac.jp/) (Table S8) [42].

### Mapping of FL-cDNA sequences and FL-EST for rice genomic DNA

FL-cDNA and FL-EST sequences were mapped onto several rice genome assemblies (TIGR4, IRGSP3 and IRGSP4, the Nipponbare sequence by Syngenta, and the 93-11 sequence by BGI) using the BLAT software [42]. The criterion for mapping was >95% identity and >90% coverage. The genomic sequence hit with the highest score was defined as the mapping position. FL-cDNAs and FL-ESTs that mapped to more than one genome sequence with a similarly high score were excluded from analysis.

After mapping the FL-cDNAs and FL-ESTs, clustering analysis was performed to define the FL-cDNA mapped locus. The FL-cDNA and FL-EST mapping results were clustered independently. The 5′ end FL-EST and 3′ end FL-EST mapping results were also clustered independently, and these clustered regions were then combined (Figure 2). These grouping regions were defined as FL-EST regions. The FL-cDNA regions and FL-EST regions were compared to identify the FL-cDNA locus (Figure 2).

**Figure 2:**
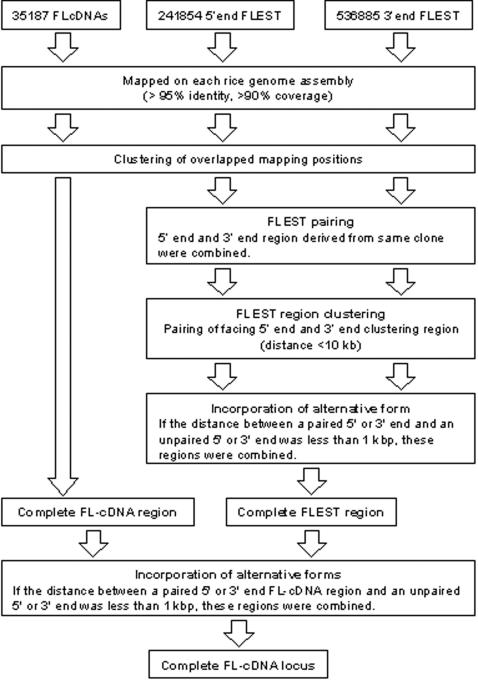
Strategy for mapping of FL-cDNA clones and FL-ESTs, and for definition of FL-cDNA loci.

### FL-cDNA analysis

The length of the longest ORF was defined as the distance between the nucleotide position (number) of the A in ATG and the last nucleotide before the termination codon. The BlastX algorithm was used for homology search with Arabidopsis genes (TAIR6 (http://www.arabidopsis.org/) [25]).

### Microarray experiment

#### 1. Design of probes and oligo-arrays

FL-cDNA clone sequences (FL-cDNA and FL-EST) were mapped in TIGR Pseudomolecules Release 2 using the BLAT program [43]. FL-cDNA loci were identified with the same criteria as above (i.e., 95% identity and 90% coverage). After mapping, we selected nucleotide sequences from the FL-cDNA locus and CDS of TIGR Pseudomolecules Release 2 to design probes. About 82K 60-mer probe candidates were designed by Agilent Technologies (http://www.home.agilent.com/) considering factors such as the guanine-cytosine (GC) content and melting temperature of the oligonucleotides. The probes were re-mapped in TIGR4 using BLAT [43] according to the same criteria used previously (>95% identity, >90% coverage, non-redundant highest score). We found that 63 455 probes met this criteria and they were mapped onto FL-loci or TIGR loci.

#### 2. Sample preparation

For the microarray experiment, we used total RNA prepared from shoots, roots, panicles, and callus. RNA samples from 10 individual plants were pooled for microarray analysis. Shoots were collected from 14-day-old seedlings of varieties Nipponbare and IR64 grown in pot culture in a greenhouse. Roots were derived from 10-day-old seedlings grown in hydroculture in an incubator. Panicles were collected during the late-boot stage. Callus that originated from the scutellum was incubated for 4 weeks on MS medium [44] that contained 2 mg/L of 2,4-dichlorophenoxyacetic acid and 0.1% Kao and Michayluk Vitamin Solution (Sigma-Aldrich, http://www.sigmaaldrich.com/). These tissues were frozen with liquid N_2_ and stored at −80 °C. Total RNA from the shoots was extracted with Trizol (Invitrogen, https://www.invitrogen.com/) according to the manufacturer's instructions, and was extracted from other tissues using the RNeasy Midi Kit (Qiagen, http://www1.qiagen.com/). The concentration and quality of RNA were checked using the NanoDrop (ND-1000, NanoDrop Technologies, http://www.nanodrop.com/) and the BioAnalyzer (G2938A, Agilent Technologies, http://www.home.agilent.com/), respectively.

#### 3. Labeling, hybridization, and washing

Labeled cRNA was synthesized from 500 ng of total RNA using a Low RNA Input Linear Amplification kit (Agilent Technologies, http://www.home.agilent.com/), according to the manufacturer's protocols. For two-color hybridization, 1 μg of Cyanine 3 (Cy3)-labeled cRNA and 1 μg of Cyanine 5 (Cy5)-labeled cRNA were both used, and the hybridization solution was prepared with an *In Situ* Hybridization Kit Plus (Agilent Technologies, http://www.home.agilent.com/). Hybridization and washing were performed according to the manufacturer's protocols.

#### 4. Scanning and data analysis

The slide images were scanned with the DNA microarray scanner (G2505B, Agilent Technologies, http://www.home.agilent.com/) and the resulting image files were processed to obtain normalized Cy3 and Cy5 signal intensity for each probe using the manufacturer's Feature Extraction version 8.1 software. In this software, normalization of Cy3 and Cy5 signal intensity in each image was performed using locally weighted scatterplot smoothing and rank-consistency methods. In addition, the software also validated whether the signal intensity of each probe was significantly higher than the background signal intensity. The validation was performed in two steps. First, a two-tailed *t*-test was calculated based on the probe's signal and the local background signal and their corresponding errors. If the result was significant at *p*<0.01, the signal was considered to be significantly different from the background. Next, if the raw signal intensity was significantly higher than the local background intensity, the signal intensity was recalculated with the background subtracted. If the resulting signal intensity was greater than 2.6 times the background signal's standard deviation, the signal was also defined as significantly higher than the background signal intensity.

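Before scaling, the median processed intensity of a channel over the probes other than controls ranged from 439 to 1030 across the 32 channels, a 2.35-fold range. The raw medians ranged from 91.3 to 175 in Cy3 and from 159 to 452 in Cy5. The processed median was highest on the callus arrays, between 918 and 1030 for callus, and lowest on the IR64 arrays, between 439 and 543 for IR64 shoot and between 442 and 547 for the Nipponbare shoot hybridized with it. The share of probes well above background had a median of 85.8% over the shoot channels of Nipponbare, 90.4% for root, 93.0% for callus, 91.0% for panicle and 88.0% for IR64 shoot.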

Each sample was hybridized at least four times, but the normalized signal intensity differed among experiments. The differences were attributed to the variation among slides. To reduce the variation, the median of the normalized signal intensity in each array data was adjusted to 1000. After fixation of median intensity, any normalized Cy3 and Cy5 signal intensities >100 000 were considered as the intensity of 100,000, and the dynamic range of signal intensity was defined empirically to be between 0 to 100 000 based on previous experiments. 

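After the scaling, between 550 and 1177 probes of a channel exceeded 100000, which is 1.31 to 2.80% of its probes. The scanner signal was saturated at 18 to 89 probes of a Cy3 channel and at 137 to 364 probes of a Cy5 channel.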

We then calculated the median of the normalized signal intensity for each probe in each sample, and used the resulting median signal intensity to represent the signal intensity of each probe. If only one probe was designed from a FL-cDNA locus or a CDS, the probe's signal intensity was used to define the signal intensity of the locus or CDS. However, if several probes were designed from a FL-cDNA locus or a CDS, the highest signal intensity among the probes was defined as the signal intensity for the locus or CDS. 

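Taking the median probe of a locus in place of the highest changed the median signal intensity of FL-cDNA loci over the 4 Nipponbare samples to 2916. It changed the share of FL-cDNA loci above 1000 in at least 1 sample to 86.2% and in all 4 to 59.4%. The other kinds of design sequence have 1 probe per locus and did not change.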

All microarray data are available at the Gene Expression Omnibus (GEO) [45] repository at the National Center for Biotechnology Information (GSE7366 and GSE7374, http://ncbi.nlm.nih.gov/geo/).

## Supporting Information

Figure S1 The results of gene structure analysis. (a) The length distribution of FL-cDNA for FL-AE and FL-NAE. (b) The distribution of open reading frame (ORF) proportions for FL-AE and FL-NAE. (c) The distribution of FL-cDNA locus lengths for FL-AE and FL-NAE. (d) The distribution of locus lengths for CDS-AE and CDS-ANE in TIGR4. (e) The distribution of the number of exons for FL-AE and FL-NAE. (f) The distribution of exon and intron lengths for the respective locus types. (g) The distribution of the number of FL-cDNA clones mapped per single FL-AE and FL-NAE loci.
(8.78 MB TIF) Click here for additional data file.

Figure S2 Sequences encoding specific domains which may have been excluded from FL-cDNA clones. The figures were modified from those found at TIGR OSA1. (a) AK058349 in which the sequence encoding the AP2 domain (IPR001471) was excluded; (b) AK062487 in which the sequence encoding the MYB domain (IPR001005) was excluded.
(8.85 MB DOC) Click here for additional data file.

Table S1 The mapping positions of FL-cDNA in five genome assemblies.
(2.66 MB ZIP) Click here for additional data file.

Table S2 Mapping information of FL-cDNA. a: Information for all loci in TIGR4, b: The list of FL-cDNA loci and mapped FL-cDNA
(3.10 MB ZIP) Click here for additional data file.

Table S3 Signal intensity data for the five samples. a): NB: “Nipponbare”, IR: IR64 b): no-signal: number of loci on which signal intensity was not significant higher than backgroud intensity
(0.02 MB XLS) Click here for additional data file.

Table S4 The correlation coefficient between the density of TE-related locus and the density of locus based on signal intensity under each locus type
(0.01 MB XLS) Click here for additional data file.

Table S5 The relationship between the CDS-AE proportion and domains. a: rice based on TIGR OSA1, b: Arabidopsis based on TAIR6
(0.11 MB ZIP) Click here for additional data file.

Table S6 The frequency of Arabidopsis homologous genes between mapped and un-mapped FL-cDNA clones
(0.02 MB XLS) Click here for additional data file.

Table S7 Library information used to construct the FL-cDNA libraries
(0.03 MB XLS) Click here for additional data file.

Table S8 DDBJ accession IDs for FL-cDNA. a: sequenced 5′ end FL-ESTs and 3′ end FL-ESTs, b: completely sequenced FL-cDNA
(3.58 MB ZIP) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

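Signal intensities were taken from 16 2-color arrays of 60-mer probes, scanned for IR64 shoot, Nipponbare root, Nipponbare panicle and Nipponbare callus, each against Nipponbare shoot. Each comparison has 4 arrays, 1 for each of 2 array sets in each of 2 replicates, and the 32 channels were read from the scanner files. Tissue RNA was labeled with Cy3 in replicate 1 and with Cy5 in replicate 2. In callus replicate 1 the labels name a different shoot extract from the other first replicates, the same one as in callus replicate 2, so that according to the labels the shoot side of callus is not replicated. Shoots were 14 days old according to the paper and 10 days old according to the labels, roots were 10 days old and callus was 28 days old, and RNA from 10 plants was pooled. Samples were grouped by the tissue and cultivar in their labels.

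The deposited intensity values are the processed signals of Cy3 and Cy5. The authors made them with Agilent Feature Extraction 8.1, which subtracted the background with spatial detrending and normalized the dyes within each array by a linear step and LOWESS on rank-consistent probes, as the paper's methods and the file headers state. They were not scaled between arrays, and a surrogate value stands where a signal is not above background. The deposited log10 values are ratios of tissue over shoot, which the authors took from the same software run after dye normalization; they were checked to equal the log ratios in the scanner files, with the sign turned where the tissue was in Cy3. The mean pixel signals and median local backgrounds, used for 1 alternative, are intensities before any normalization. Flags of 0 or 1 state whether a signal is significant, well above background, saturated or an outlier. Between 13 and 2047 probes of an array were marked as outliers. For arrays, the number of hybridizations, 8 for Nipponbare shoot and 2 for each other sample, limits the precision. The shoot hybridizations repeat the same extracts across comparisons, according to the labels, so they are not independent samples of shoot.

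For each channel the processed signals were multiplied so that their median over the 42034 probes other than controls was 1000, and values above 100000 were set to 100000. Probes not well above background were set to 0 and outlier spots were left out. The median over the hybridizations of a sample was taken, and the highest probe of a locus stood for the locus. The loci are those of the design, named in the probe identifiers. The table of the supplement that lists the locus types was held only in part and its locus identifiers have another form than those of the design, so FL-AE, FL-NAE and CDS-ANE could not be assigned and the kind of sequence a probe was designed from is given instead. The gene table of the reference matched no probe identifier, and the files do not pair the identifiers with gene names.

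Ratios on the same array were tested with limma, 1 fit per array set over its 8 arrays with a coefficient for each tissue, no dye term and empirical Bayes moderation, followed by Benjamini-Hochberg adjustment over both array sets together and a threshold of 0.05. The 1028 probes on both array sets were averaged, which left 83040 probes. The fit shares 1 estimate of the spread among the 4 comparisons, since each has only 2 arrays per array set. The probes named at the claims are, for each comparison, the 2 with the largest rise and the 2 with the largest fall among those with an adjusted p under 0.05, the same sign in both replicates and a signal well above background in both channels of both arrays.

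The replicates were checked for pairing across comparisons. The difference between replicates correlated across probes with r from 0.216 to 0.480 between comparisons, all positive, which the shared dye orientation or shoot extract would give. A replicate term, which here is also the dye term, was therefore fitted as an alternative; it passed the threshold for 131 of 83039 probes, and with it 3127 probes were higher and 4353 lower in IR64 (replicate block). Each comparison was scanned on a day of its own, so that the scan and the comparison cannot be told apart and no block for the scan was fitted. A planned check of the tissue labels on genes of photosynthesis was not run, because no table describes the genes. With groups of 2, no count of other splits of the samples was made.

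The choices above and the alternatives to them were fixed before the data were examined. The alternatives were other scalings of a channel, the first step of the background test alone, other rules for combining hybridizations, probes in place of loci, the median probe in place of the highest, normexp background correction with an offset of 50 followed by loess and Aquantile normalization, centring of the ratios on the array median, a filter on dim probes, the deposited ratios, the replicate term, fits on only the arrays of 1 comparison, and leaving out each replicate in turn. The Nipponbare shoot channels of an array set were compared by Dixon's test over both dyes and, added after the data were seen, within each dye.

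The limma model was tested on simulated data with 84068 probes, of which 200 changed by 4 on the log2 scale in each comparison. Between 88.5 and 91.0% of the changed probes were recovered with the right sign, and between 3.28 and 7.77% of the calls were false. The simulated noise was independent between arrays, had the same spread in every comparison and held no dye effect. In the data the differences between replicates correlated between comparisons, and the spread of IR64 was larger. These rates therefore do not give the error of the calls in the data, least of all for IR64. The functions for scaling and combining signals passed 6 of 6 checks on toy data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8 were used.

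Collection efficiency, the density of TE-related loci, the distribution of locus types along the genome and the coverage of gene families were not analysed here, since they need the mapping of clones and the full list of locus types. The second array series named by the paper was not analysed here. Correlations between the comparisons were not computed, because all share Nipponbare shoot.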

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

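Of the tests in this part, the one on background left on the slide, the centring of the CAB ratios and the comparison of shoot channels within a dye were chosen after the result was seen.

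The paper set IR64 aside after comparing its signal levels, so the changes of single probes in this cultivar belong to data it did not analyse further. Between IR64 shoot and Nipponbare shoot, 5920 of 83038 probes (7.13%) passed the threshold of the limma fit over the 8 arrays of an array set, and 59.9% of these were lower in IR64. There is no comparison of a sample with itself to set this number against. When only the arrays of IR64 entered the fit, 0 probes passed, with 9716 at an unadjusted p under 0.05, so the number rests on the spread borrowed from the other comparisons. Centring each array on its median left 60.4% of the called probes lower in IR64, but the array medians lay between -0.02 and 0.04 on the log2 scale, so this moved the ratios too little to test the centring as the cause of the excess, which stays open. A sequence of IR64 that differs from the probe may lower single probes of a locus. At loci with at least 3 probes, a probe called lower in IR64 stood alone at 49.7% of 306 loci, more often than a probe called lower in root (40.8%), panicle (41.1%) or callus (37.9%; 2-sided Fisher's exact tests, adjusted p = 0.0110, 0.0110 and 0.00129). It stood alone no more often than a probe called higher in IR64 (46.8% of 109 loci; Fisher's exact test, p = 0.656). The comparison with the tissues decides nothing, because the ratios of IR64 are narrower for all probes, with an SD of the mean ratio of 0.62 and 0.61 on the 2 array sets against 1.22 to 1.44 in the tissues, and other probes of a locus then lie near 0 more often. A sequence difference and a difference in transcription between the cultivars, which the design names and which was not tested, cannot be told apart.

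On every array, control spots that the files list as hybridization negatives lay well above background, which the paper does not report on. The sequence named CAB did so at 100% of its spots over the 32 channels, SIG at 99.7% and COR at 92.9%, while C1 did so at 7.59%. Structural negative controls on the same slides lay well above background at 5.74% of their spots, which argues against background left on the slide as the whole cause. Their highest shares, 27.1% in Cy3 and 29.0% in Cy5, were on the IR64 array of set 1 in replicate 2. That array also had the most outlier probes, 2047, so background may take part there. The signal of CAB relative to shoot differed between the comparisons. Its mean log2 ratio over 4 arrays was -4.52 in root, -2.83 in panicle and -5.18 in callus, and 0.25 in IR64 shoot. It fell on each of the 4 arrays of root, panicle and callus and rose on each of the 4 of IR64, so it was listed because the samples move in opposite directions; the difference itself was not tested. Centring each array on its median kept these signs on every array; the normexp alternative was not run on control spots. On the callus array with the smallest change it was still -4.96, with the same sign in both dye orientations. The structural controls had been predicted to stay near 0, but their ratios ranged from -1.30 to 2.56; as their signals lie at background, they could show no such fall and decide nothing here. Labeled rice RNA that matches the CAB probes may give the signal, with a lower level in root, panicle and callus than in shoot. SIG also fell on each array of callus (-0.92 to -0.49), panicle (-0.60 to -0.29) and root (-0.59 to -0.19), in both dye orientations, but not throughout IR64 (-0.11 to 0.33). Its falls are smaller than the change of 1 that had been predicted, so the source of its signal stays open. COR did not share the fall, with ratios from -0.43 to 0.56 over the 16 arrays, and the source of its signal stays open too. A control RNA added to the samples in unequal amounts was not tested and stays open for all 3 sequences.

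Before any normalization, the median signal of Nipponbare shoot in Cy3 on array set 2 was far higher on 1 array than on the others of its group of 4. It was 166 on the IR64 array, against 108 on the callus, 102 on the root and 100 on the panicle array, a gap of 0.879 of the range, past Dixon's 95% critical value. It was 1 of 12 such tests within a dye, on the raw median, the share of probes well above background and the share past the first step of the background test, and chance alone gives about 1 in 20. In 6 tests over the 8 shoot channels of both dyes none passed, with a largest ratio of 0.488. The shoot channel of the IR64 arrays also had the highest raw median of its group in the other 3 groups of array set and dye. The raw signal includes the background. The same channel had the lowest processed median of its group, 474 against 914 on the callus, 661 on the root and 649 on the panicle array. It also had the fewest saturated probes, 18 against 85, 78 and 68. The high raw median is therefore no sign of a stronger shoot signal. The IR64 arrays were scanned on a day of their own, so the scan and the labeling cannot be told apart. Neither these nor the level of the background was tested. According to the labels the 4 channels of this group hold the same shoot extract, so the design gives no biological explanation.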

How the results depend on the processing

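In this part, only the comparison of shoot channels within each dye was chosen after the data were seen. The block for the slide or scan could not be fitted, because each comparison was scanned on its own day. Where a replicate is left out, the lone array of a comparison is assumed to vary like the other groups. Unless a cause is named, the cause of a change was not tested.

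Of 128 log2 ratios of the named probes under the alternatives, 124 kept their sign and stayed under an adjusted p of 0.05. The 4 exceptions are the IR64 probes in a fit on only the arrays of IR64, where the adjusted p was at least 0.215; the 112 values under the other alternatives had an adjusted p of at most 0.0100, and the named probes of the other tissues had at most 0.00375 from their own arrays alone. Of 64 counts of called probes, 58 stayed within 1.5 times the reported count. In the fit on only the arrays of IR64, both the higher and the lower probes numbered 0 by limma, with 9716 at an unadjusted p under 0.05; with so few arrays the fit has less information on the spread, and the same setting still called 33569 probes in root. The remaining moves came from leaving out a replicate. Leaving out a replicate gave 1747 to 2143 higher and 2769 to 2920 lower probes in IR64, 12222 to 14083 and 10916 to 12284 in root, 13677 to 14047 and 14088 to 14976 in panicle, and 14681 to 15157 and 13171 to 13711 in callus. Of these, the higher probes in root without replicate 2, the lower probes in root without either replicate and the lower probes in callus without replicate 1 moved by more than 1.5 times. With the replicate block, which is the dye term, 3127 probes were higher and 4353 lower in IR64, and no count moved by more than 1.5 times. In IR64, lower probes outnumbered higher ones under each alternative that called any, with a share from 56.4 to 62.6%. In the other tissues the larger direction changed between alternatives, with 19251 higher and 19287 lower probes in root becoming 20342 and 17197 with normexp and loess, 18747 and 20420 in panicle becoming 20465 and 17622, and 20650 and 20412 in callus becoming 22450 and 22989 with the replicate block.

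Among the 98 other values under the alternatives, 39 moved by less than the spread between replicates, 57 by more, 1 passed its test's threshold and 1 changed sign. The largest Dixon ratio among Nipponbare shoot channels, 0.488, became 0.879 and passed the critical value with each dye on its own. The value that changed sign is the change of the median of 3'-end units in IR64, -1.96% on average, which was 0.361% without replicate 1 and ranged from -4.28 to 0.361% between the replicates. The change for FL-cDNA loci, -2.30%, kept its sign and was -3.99% without scaling, -3.60% with the median of probes well above background set to 1000, -1.90% with normexp, loess and Aquantile, and -2.44 to -2.17% with a replicate left out. The rise for ENDS models, 5.01%, was 2.15% with normexp and 3.09 to 6.92% with a replicate left out. The rise for CDS models, 5.62%, was 3.67% without scaling, 2.55% with normexp and 4.73 to 6.51% with a replicate left out.

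The share of loci with a significant signal in at least 1 sample, 96.5% of all loci, 99.7% of FL-cDNA loci and 93.0% of CDS models, followed the strictness of the rule. With the first step of the background test alone it was 99.5, 99.98 and 99.0%. With a signal required in every hybridization it was 92.8, 99.2 and 85.9%, and with 1 hybridization enough 97.5, 99.8 and 95.1%. Counting probes gave 96.9% of all and 99.1% for FL-cDNA loci. With a replicate left out, and so fewer hybridizations, it was 95.24 to 95.39, 99.51 to 99.525 and 90.7 to 90.9%. The median share of probes detected in Nipponbare shoot channels rose from 85.8 to 96.5% with the first step alone.

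The share of FL-cDNA loci above 1000 in at least 1 sample, 89.2%, was 86.35% without scaling, 86.15% with the median of probes well above background set to 1000, 88.9% with scaling of the 75th percentile, 79.6% for probes, 86.2% for the median probe and 89.0 to 89.4% with a replicate left out. In all 4 samples, 65.3% became 57.3, 58.7, 64.8, 53.8, 59.4 and 63.8 to 64.5% under the same alternatives. For CDS models, 32.6% in at least 1 sample became 27.1% without scaling, 27.0% with the median of probes well above background and 32.5 to 33.4% with a replicate left out. In all 4 samples, 17.9% became 13.4, 14.6 and 16.9 to 17.2% under these, 17.4% with the 75th percentile and 17.8% with normexp. Not scaling lowers the intensity of most channels, whose medians lie below 1000 as deposited.

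The median intensity of FL-cDNA loci, 3816, was 2775 without scaling, 2893 with the median of probes well above background, 2916 for the median probe, 2766 with normexp and 3736 to 3845 with a replicate left out. That of CDS models, 324, was 235.5, 246 and, with normexp, 558, and 323.8 to 325.6 with a replicate left out. FL-cDNA loci stayed above CDS models under each of these. The mean r between replicates rose among probes well above background, from 0.261 to 0.615 in IR64, 0.887 to 0.953 in root, 0.852 to 0.920 in panicle and 0.932 to 0.954 in callus. Between 80.5 and 95.5% of the probes of a channel lay well above background, and the others were given an intensity of 0, so that levels near background are not resolved.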

Differences from the paper's values

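The paper's values are for FL-AE and CDS-ANE in TIGR4 (21885 and 17665 loci in the paper), and those computed here are for the 20419 FL-cDNA loci and 21761 CDS models of the design, so the loci compared are not the same. The paper also names a second array series, which was not analysed here, so the hybridizations behind its medians may differ too. The paper's median signal intensity for FL-AE is 2403, and that of FL-cDNA loci was 3816. Of the alternatives set before the data were examined, the gap fell below 1.5 times without scaling (2775), with the median of probes well above background set to 1000 (2893), with the median probe of a locus (2916), with normexp, loess and Aquantile (2766) and with probes in place of loci (2295). It did not with scaling of the 75th percentile (3715), with the other rules for a significant signal (3813 and 3816), with signals below background kept (3816) or with a replicate left out (3736 and 3845).

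The paper's 75% percentile for FL-AE is about 6900, and that of FL-cDNA loci was 11210.4. It came within 1.5 times without scaling (8270.0), with the median of probes well above background (8535), with the median probe (8715), with normexp (7300.2) and with probes in place of loci (7932). It did not with the 75th percentile (10898), the other rules for a significant signal (11207 and 11210.4), signals below background kept (11210.4) or a replicate left out (11547 and 10872).

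The paper's 25% percentile for CDS-ANE is 0, and that of CDS models was 121. Of the alternatives, it was 0 only when a probe had to be well above background in every hybridization of a sample. It was 91.8 without scaling, 95.4 with the median of probes well above background, 117 with the 75th percentile and 411 with normexp. It was 121 for the median probe, for probes and with 1 significant hybridization enough, 135 with the first step of the background test alone and with signals kept, and 116 and 126 with a replicate left out.

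For values that were within 1.5 times of the paper's, the alternatives that came closest were these. The paper's share of CDS-ANE above 1000 in at least 1 sample is 27%, and CDS models had 32.6%, with 27.1% without scaling and 27.0% with the median of probes well above background. The paper's share in all 4 samples is 15%, and CDS models had 17.9%, with 14.6% under the latter. The paper's median for CDS-ANE is 237, and CDS models had 324, with 235.5 without scaling and 246 with the median of probes well above background. The paper's 75% percentile for CDS-ANE is 700, and CDS models had 952, with 698.5 and 721 under these 2. The paper's 25% percentile for FL-AE is 800, and FL-cDNA loci had 1175, with 848.5 and 888. The paper's share of FL-AE above 1000 in at least 1 sample is 85%, and FL-cDNA loci had 89.2%, with 86.35% and 86.15% under the same and 86.2% for the median probe. The paper's share of all loci with a significant signal is 93%, against 96.5%, with 92.8% when every hybridization had to be significant. The paper's share of CDS-ANE with a significant signal is 84%, against 93.0%, with 85.9% under the same rule.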

Other observations

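Of the tests in this part, some were chosen after the result was seen. These are the tests on exchanged dye labels, on small true differences among probes well above background, the brightest included, and on the weaker shoot channel.

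The log2 ratios of the IR64 replicates correlated far less than those of the other tissues, with r of 0.322 and 0.200 on the 2 array sets against 0.812 or more. Exchanged dye labels are argued against, since at least 86.7% of the probes with a log2 ratio past 2 in 1 replicate kept their sign in the other. Nipponbare RNA in both channels of 1 replicate is argued against as well, because probes below -2 in 1 replicate had a median of -2.33 or lower in the other. Both of these tests used only probes well above background in both channels of both arrays. Noise of dim probes alone does not account for the gap. The probes well above background were divided by signal into 4 groups of like size. Over the brightest group, r was 0.770 and 0.773, below the 0.812 of the lowest other comparison over all its probes, while the other comparisons had 0.939 or more over theirs. Dim probes take part in it, as r was 0.108 and -0.153 over the dimmest group, and 0.894 and 0.911, above 0.812, over the next to brightest. Small true differences between the cultivars alone do not account for all of it either. Over all probes, the SD between the IR64 replicates was at least 0.63, against at most 0.56 in the other comparisons. In the dimmest group this SD was 0.52 and 0.67, against at most 0.46 in the others. Over all probes well above background, however, it was 0.36 and 0.42, within the range of 0.28 to 0.45 of the others. There r was 0.671 and 0.559, against 0.888 or more in the others. Among the brightest probes the SD was at most 0.31, within the range of 0.21 to 0.42 of the others. Small true differences could thus give the lower r among the brightest probes, and part of it over all probes well above background. The SD was compared on probes chosen by their signal in these same arrays, and the explanation stays open for these probes. Noise of dim probes acting together with small differences among brighter ones was not tested as 1 explanation and stays open too. RNA of the replicates that differs in plants or handling also stays open. Among the 1028 probes on both array sets, r between array sets within a replicate was at least 0.977, and between replicates at most 0.744. As RNA, labeling and dye orientation changed together between the replicates, these cannot be told apart. Dim control spots changed with the replicate and dye orientation. In replicate 1 of IR64 the log2 ratios of structural controls were -1.05 and -1.30 on array sets 1 and 2. In replicate 2 they were 1.54 and 1.37. Those of C1, COR and SIG also changed sign, while those of the bright CAB did not. Structural controls rose between the replicates in the other comparisons too. How far this lowers the r of IR64 was not tested. A difference between plants of the same cultivar was not tested.

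Fewer loci had a significant signal in Nipponbare shoot (86.7%) than in root (91.7%), callus (94.3%) and panicle (91.4%). The number of hybridizations behind the median, 8 for shoot and 2 for the others, may matter. With shoot taken from the 2 hybridizations on the root, panicle or callus arrays, its share was 88.2, 85.7 and 89.3%, still below 91.4%; from the IR64 arrays it was 92.9%, within the range of the other tissues. On single arrays, where no hybridizations are combined, the shoot channel had a lower share of probes well above background than the tissue channel on 12 of 12 arrays of root, panicle and callus, by at least 2.98 percentage points, which argues against the number of hybridizations as the whole cause. A weaker shoot channel on the same array gives this difference in both dye orientations, but its origin cannot be told apart. According to the paper shoot RNA was extracted by another method than that of the other tissues, so extraction, RNA quality and the tissue itself change together.

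The log2 ratios of FL-cDNA loci that follow each other on 1 strand in the numbering of their identifiers correlated weakly across loci, which are not independent replicates, and the 4 comparisons share Nipponbare shoot. For consecutive loci r was 0.0658 in root, 0.0475 in panicle, 0.0526 in callus and 0.0599 in IR64 (1-sided permutation tests, p = 1e-05 for each, the smallest that 100000 permutations can give, and 1.50e-05 adjusted over 12 tests). Consecutive loci on different array sets had r of at least 0.0418, so the place of the spots on 1 array is argued against. At a distance of 5 loci, r was 0.00923 in root, 0.0129 in panicle, 0.000828 in callus and -0.000309 in IR64 (permutation tests, p = 0.0925, 0.0313, 0.449 and 0.510; adjusted, 0.111, 0.0417, 0.490 and 0.510). Shared regulation of neighbours and cross-hybridization of adjacent copies of a gene could both give a correlation that fades within a few loci. The data hold no probe sequences compared with the genome that would separate them, so they cannot be told apart.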
